# Genome-wide mapping of 5-hydroxymethyluracil in the eukaryote parasite *Leishmania*

**DOI:** 10.1186/s13059-017-1150-1

**Published:** 2017-01-30

**Authors:** Fumiko Kawasaki, Dario Beraldi, Robyn E. Hardisty, Gordon R. McInroy, Pieter van Delft, Shankar Balasubramanian

**Keywords:** 5-Hydroxymethyluracil (5hmU), 5-Formyluracil (5fU), Base J, Genome-wide mapping, *Leishmania major*, *Leishmania donovani*

## Abstract

**Background:**

5-Hydroxymethyluracil (5hmU) is a thymine base modification found in the genomes of a diverse range of organisms. To explore the functional importance of 5hmU, we develop a method for the genome-wide mapping of 5hmU-modified loci based on a chemical tagging strategy for the hydroxymethyl group.

**Results:**

We apply the method to generate genome-wide maps of 5hmU in the parasitic protozoan *Leishmania* sp. In this genus, another thymine modification, 5-(β-glucopyranosyl) hydroxymethyluracil (base J), plays a key role during transcription. To elucidate the relationship between 5hmU and base J, we also map base J loci by introducing a chemical tagging strategy for the glucopyranoside residue.

Observed 5hmU peaks are highly consistent among technical replicates, confirming the robustness of the method. 5hmU is enriched in strand switch regions, telomeric regions, and intergenic regions. Over 90% of 5hmU-enriched loci overlapped with base J-enriched loci, which occurs mostly within strand switch regions. We also identify loci comprising 5hmU but not base J, which are enriched with motifs consisting of a stretch of thymine bases.

**Conclusions:**

By chemically detecting 5hmU we present a method to provide a genome-wide map of this modification, which will help address the emerging interest in the role of 5hmU. This method will also be applicable to other organisms bearing 5hmU.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1150-1) contains supplementary material, which is available to authorized users.

## Background

Natural chemical modifications to DNA nucleobases have the potential to profoundly influence biology. A number of modified bases have been identified in the genomes of a variety of organisms [1], such as derivatives of cytosine found in the genomes of mammals [2]. 5-Methylcytosine (5mC) and its oxidised derivatives 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxycytosine (5caC) have potential roles in gene regulation and epigenetics programming, which are fundamental in biology [3]. Yet, the details of thymine modifications and their roles in nature are still largely elusive. 5-Hydroxymethyluracil (5hmU) is a thymine base modification found in the genomic DNA of diverse organisms ranging from bacteriophages to mammals [1]. While the replicative incorporation of 5hmU is known in bacteriophage genomes [4, 5], the existence of enzyme-mediated pathways to form 5hmU in eukaryotic genomes suggests that this modification has functional importance [6]. The post-replicative formation of 5hmU occurs via hydroxylation of thymine, which can be mediated by the ten-eleven translocation (TET) enzymes and J-binding protein (JBP) family proteins in mammalian and protozoan genomes, respectively [6, 7]. 5hmU has also been reported to affect protein-binding to DNA [8] and may also be a key intermediate in the generation of site-specific mutations, as it can be excised by DNA glycosylases to create potentially mutagenic abasic sites [9]. As an important step towards understanding the functional importance of 5hmU, we have explored ways to detect and map 5hmU in genomic DNA. A method to map 5hmU:G base mispairs has been reported but will not be applicable to map 5hmU derived from thymine. [10] Although the single molecule, real-time (SMRT) sequencing approach could be an option [11], its application to map 5hmU in the actual genomic DNA has not been reported, possibly due to the relatively weak signals derived from 5hmU in SMRT sequencing [11] compared to the strong signature signals of nucleobases which have been sequenced by the approach successfully (e.g., 4mC, 6mA, and β-glucosylated modified bases) [12–15]. Here we report the first genome-wide map of 5hmU, which we determined for the parasitic protozoan *Leishmania* sp. using chemical manipulation of 5hmU and next-generation sequencing (NGS) [16]. In *Leishmania* sp., 5hmU is a key post-replication nucleobase modification that can be further modified enzymatically to form 5-(β-glucopyranosyl) hydroxymethyluracil (base J). mRNA genes in *Leishmania* sp. are transcribed as large continuous polycistronic gene clusters starting at small numbers of transcription initiation sites, accompanied by simultaneous post-transcriptional processing to produce mature mRNAs [17, 18]. Base J has been reported to play a major role in polycistronic transcription termination and has also been reported to localise at transcription initiation sites marked by histone acetylation, though any individual role of 5hmU has yet to be determined [19–21]. In this study, by individually mapping 5hmU and base J, we demonstrate genomic loci that are enriched exclusively with 5hmU and discuss potential unique consequences of 5hmU at these loci.

## Results

The chemical enrichment of 5hmU-modified DNA fragments was carried out based on the selective chemical oxidation of 5hmU to 5-formyluracil (5fU) [16], followed by covalent biotinylation using an aldehyde-reactive probe (Fig. 1a, b). We first optimized the chemistry by tracing chemical reactions on a synthetic decamer oligodeoxynucleotide (ODN) model by liquid chromatography–mass spectrometry (LC-MS), which we further verified by a quantitative PCR enrichment study using 86mer ODNs (Fig. 1c; see Additional file 1: Tables S1 and S2 for the design of ODNs). We previously reported conversion of 5hmU to 5fU by KRuO_4_-mediated oxidation, by adapting the oxidation of 5hmC [16, 22]. To alleviate potential interference from oxidation of hydroxyl groups at both the 5′ and 3′ ends of each DNA fragment, we developed and utilized a custom NGS adapter bearing 5′-*O*-methyl groups and 3′-*O*-phosphate groups which render the DNA ends inert to the oxidation conditions. Biotinylation of 5fU-bearing DNA was achieved by reaction with (+)-biotinamideohexanoic acid hydrazide [16]. While the resulting covalent hydrazine linkage was stable in buffers used during the enrichment process, we could promote hydrolytic reversal of the linkage in slightly acidic media (pH 6), in the presence of the nucleophilic catalyst *p*-anidisine, to remove the biotin tag from DNA (Fig. 1c; Additional file 1: Figure S1a). Addition of hydroxylamine to the media further increased the recovery of DNA from magnetic beads by promoting removal of the hydrazone with the formation of a stable oxime (Fig. 1c; Additional file 1: Figure S1a). These findings provided a convenient method for elution of the enriched DNA from streptavidin beads following the pull-down while ensuring that eluted DNA fragments are free from substantial steric bulk introduced by the biotin group and linker moiety, which would otherwise decrease PCR efficiency [23].

**Fig. 1:**
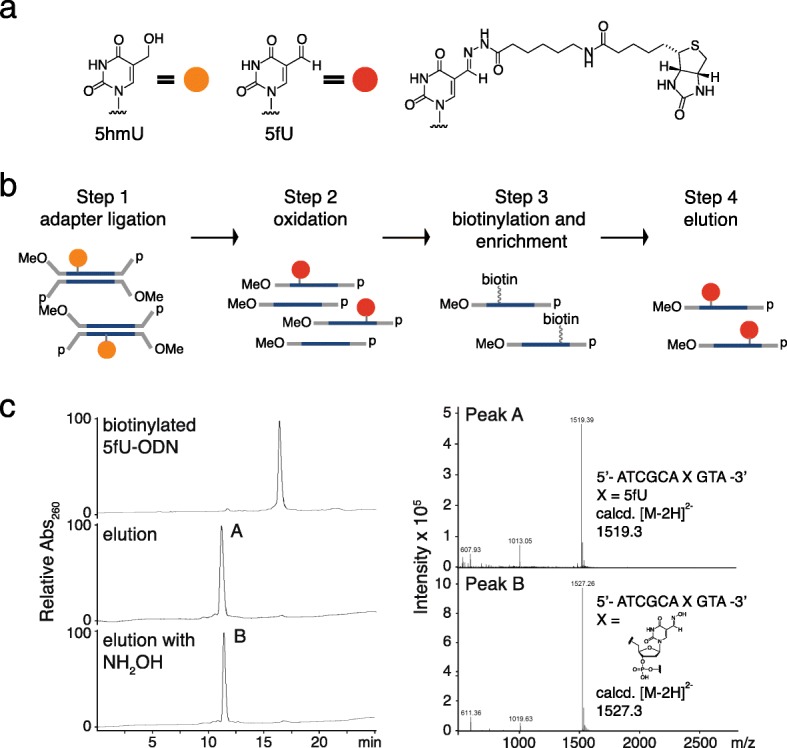
The 5hmU enrichment strategies. **a** 5-Hydroxymethyluridine (*5hmU*, *left*), 5-formyluridine (*5fU*, *middle*), and chemically tagged 5fU. **b** 5hmU chemical pull-down. *MeO* 5′-*O*-methyl, *p* 3′-phosphate. **c** LC-MS traces of 5fU-modified 10mer ODN (ODN-5fU) after biotinylation (*top*), followed by treatment in 20 mM phosphate buffer (pH 6) supplemented with *p*-anisidine (*center*) or 20 mM phosphate buffer (pH 6) supplemented with *p*-anisidine and NH_2_OH (*bottom*). Observed mass signals in peaks *A* and *B* (*right panel*)

We also assessed the reactivity of other aldehyde-bearing components that could potentially exist in genomic DNA, in particular abasic sites (APs) and 5fC, the latter of which can also derive from 5hmC during KRuO_4_-mediated oxidation. In the biotinylation condition we employed, only trace biotinylation of an AP-bearing ODN occurs whereas complete biotinylation of ODN-5fU was observed. Furthermore, the ODN was fragmented at the abasic site in the basic DNA denaturing condition followed by oxidization of 5hmU (Additional file 1: Figure S1b), so DNA fragments with abasic sites will not be subjected to sequencing since adapter sequences at both ends of the fragment are absolutely required. Taken together with the observation that AP-bearing DNA is also subjected to polymerase stalling during PCR (i.e., no amplification), [24] the effect of abasic sites in 5hmU enrichment would be negligible in the final sequenced data. Our DNA elution method would also reduce any background due to 5fC (which was absent in the *Leishmania* DNA we used in this study but present in mammalian genomes), as the biotin tag coupled to 5fU was removed faster and more selectively compared to the corresponding 5fC derivative in the optimum conditions (Additional file 1: Figure S1c). We then applied the enrichment chemistry to NGS library preparation (Step 3 in Fig. 1b). We also carried out the following controls in parallel (Additional file 1: Table S3): i) libraries prepared without the biotinylation and enrichment processes (i.e., “input” controls); ii) libraries prepared with the chemical pull-down without prior oxidation to control for peaks derived from any pre-existing modifications that react with the biotinylation probe as well as any biases caused by the enrichment process (i.e., “no-oxidation” controls).

We carried out genome-wide mapping of 5hmU in the eukaryotic parasites *Leishmania major* and *Leishmania donovani*. 

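The 5hmU-enriched libraries comprised 3 technical replicates of the chemical pull-down in *L. major* and 2 in *L. donovani*. The no-oxidation controls mapped here were 4 libraries of *L. major*, of which Table S3 lists 2, and 2 libraries of *L. donovani*. Chemical replicates 1 and 2 of *L. major* were made from one lot of genomic DNA (lot a in Table S3), whereas chemical replicate 3 and the input library were made from another (lot b). The authors deposited 1 list of peaks per library. Peaks were called by MACS in each library separately, without pooling the replicates, against an input library of the same species. Every peak has a start, an end, a fold enrichment, which is the ratio of the read pileup at the summit to the local background, and a −log10 q-value. The headers of the lists give a q-value cutoff of 0.05, reads extended to 200 bp, 1 read kept per position, an effective genome size of 30 Mb and background windows of 1000 and 10000 bp. They also give the number of reads that entered peak calling, which was 1138231, 1138419 and 1138348 for chemical replicates 1, 2 and 3 of *L. major*. Table S3 lists 2224973, 3703347 and 3261394 aligned reads for these libraries, so the peaks rest on about equal numbers of reads from each. The 2 chemical libraries of *L. donovani* entered with 1137548 and 1137687 reads, and the no-oxidation controls of both species with between 1137081 and 1138565 reads. After removal of duplicates, 1108139, 1109676 and 1066695 reads of the *L. major* chemical replicates remained. Positions are 1-based and are given as in the peak lists, which number the chromosomes of each species and name no assembly version. The chromosome names in the *L. donovani* lists are in the style of *Leishmania infantum*, and the reference of these positions is not stated. For the high-confidence sets, the peaks of the replicates were merged where they overlapped by at least 1 bp, and a merged region was kept when peaks of at least 2 replicates lay in it. For *L. donovani*, both replicates therefore had to support a region.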

In these organisms, 5hmU levels were approximately 0.01% of all thymine bases by quantitative LC-MS (MS^2^)-based mononucleoside composition analysis (Additional file 1: Figure S2), which agrees with previous reports [25]. 

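In *L. major*, 206, 188 and 145 5hmU peaks were called in chemical replicates 1, 2 and 3, which is 179.7 ± 31.3 peaks per library (SD, n = 3). They covered 210.3, 186.7 and 199.3 kb. The total length therefore varied less between replicates than the number of peaks. Merging gave 246 regions, of which 111 held peaks of all 3 replicates, 41 held peaks of 2 replicates and 94 held a peak of 1 replicate. The 152 regions supported by at least 2 replicates covered 213.8 kb, with a median length of 549.5 bp and a range from 210 to 7283 bp. They lay on all 36 chromosomes, with the most, 14 regions, on chromosome 35. In *L. donovani*, 132 and 126 peaks were called in the 2 replicates, and merging gave 141 regions. Both replicates supported 103 of them, which covered 112.1 kb with a median length of 570.0 bp, while 38 regions held a peak of 1 replicate only. Requiring all 3 replicates in *L. major* had the largest effect of the alternatives tried and left 111 regions.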

We regarded 5hmU peaks as high confidence when identified in at least two technical replicates out of three (151 5hmU peaks in *L. major* and 102 5hmU peaks in *L. donovani*). We also carried out 5hmU enrichment using DNA immunoprecipitation (5hmU-DIP) using a commercially available goat polyclonal IgG antibody which was found to bind specifically to 5-hmU bearing ODNs (Additional file 1: Figure S3a, b). 

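The 5hmU-DIP libraries analysed here were 3 technical replicates of *L. major* and 2 of *L. donovani*. In this method, denatured and adapter-ligated DNA is captured by the antibody instead of by biotinylation of the oxidized base. Replicates 1 and 2 of *L. major* were made from lot a and replicate 3 from lot b. The authors called peaks in each 5hmU-DIP library with the same settings, and for *L. major* against the same input library, as for the chemical pull-down. The numbers of reads used were 1110190, 1115697 and 1138274 for replicates 1, 2 and 3 of *L. major*, and 1138109 and 1138375 for *L. donovani*. The peak caller determined a read length of 34 bp in replicates 1 and 2 of *L. major* and of 128 bp in replicate 3. In *L. major*, 1175, 237 and 47 peaks were called in 5hmU-DIP replicates 1, 2 and 3, covering 429.1, 80.4 and 14.4 kb. The SD of the peak number (604 peaks, n = 3) was larger than its mean (486 peaks). In *L. donovani*, 2087 and 2609 5hmU-DIP peaks were called, covering 818.9 and 1047 kb. The median fold enrichment of the peaks was 3.13, 3.16 and 3.33 in the *L. major* 5hmU-DIP libraries. It was 3.58, 3.69 and 5.30 in the chemical libraries.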

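The overlap between replicates was measured by the Jaccard index, the length of the intersection of the peaks of 2 libraries divided by the length of their union. In *L. major*, the 3 pairs of chemical replicates had Jaccard indexes of 0.762 for replicates 1 and 2, 0.776 for replicates 1 and 3 and 0.7597 for replicates 2 and 3, with a mean of 0.766 ± 0.00902 (SD, n = 3 pairs). The 3 pairs of 5hmU-DIP replicates had 0.156, 0.0173 and 0.0456 in the same order, with a mean of 0.0729 ± 0.0732 (SD, n = 3 pairs). The highest 5hmU-DIP value was that of replicates 1 and 2, which share a DNA lot, whereas the chemical pairs across lots overlapped as much as the pair within lot a. The 5hmU-DIP values do not single out the lot, because replicate 3 also had another read length. Its peaks covered 14.4 kb against 429.1 and 80.4 kb, which limits its Jaccard indexes whatever the lot. The means differed by 0.693. Because pairs share libraries, the method label was permuted over the 6 libraries, and no other of the 20 labellings gave a difference as large (exact permutation test, one-sided, p = 0.05, the smallest p that 3 libraries against 3 allow). With the 47 peaks of highest fold enrichment taken from every library, the mean Jaccard indexes were 0.736 for the chemical pull-down and 0.115 for 5hmU-DIP. Counting merged regions instead of length moved the difference most, to 0.505. In *L. donovani*, the single pair of chemical replicates had a Jaccard index of 0.771 and the single pair of 5hmU-DIP replicates 0.436, and with 1 pair per method this difference has no replicate check.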

We found, however, that the consistency of the peaks for the chemical enrichment was far greater than for the 5hmU-DIP (Additional file 1: Figure S3c), suggesting better robustness for the chemical 5hmU enrichment strategy. Only peaks obtained by the chemical enrichment were used for further analysis. 

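Of the genomic features, the chromosome ends at the first base were analysed here, because the peak lists give positions counted from that end. Strand switch regions, intergenic regions and genes were not analysed here. In *L. major*, 10 of the 152 high-confidence 5hmU peaks began within the first 5 kb of a chromosome, on 8 of the 36 chromosomes, which is 6.58% of the peaks. Random placement of the same peaks within their own chromosomes put on average 0.703% of them there, and none of 1000 placements reached the observed share (permutation test by random placement, one-sided, p = 0.001, the smallest that 1000 placements allow). For the placements, each chromosome was taken to extend to the last peak of any *L. major* library. In length, 4.22 kb or 1.97% of the high-confidence 5hmU peaks lay in these first 5 kb. In *L. donovani*, 1 of the 103 high-confidence 5hmU peaks began there, which was not tested against random placement, and this peak held the no-oxidation peak of both controls. The share in *L. major* was lowest, at 3.45% of the peaks, when chemical replicate 1 was left out. Of the 10 *L. major* peaks, 3 held a peak of a no-oxidation control. The opposite chromosome ends were not analysed here.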

5hmU peaks were observed in the strand switch regions (SSRs; i.e., where the coding strand changes between large polycistronic gene clusters), telomeric regions, and intergenic regions (Fig. 2a). 

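The no-oxidation controls were prepared with the same biotinylation and enrichment but without oxidation of 5hmU. In *L. major*, 6, 5, 5 and 5 peaks were called in no-oxidation replicates 1, 2, 3 and 4, a mean of 5.25 ± 0.50 peaks (SD, n = 4), against 179.7 ± 31.3 peaks (SD, n = 3) in the chemical pull-down. The difference of 174.4 peaks was larger than the spread of either group, and none of the other 34 ways to label the 7 libraries gave a difference as large (exact permutation test, one-sided, p = 0.0286). Within lot a, the mean difference between the 2 chemical and the 2 no-oxidation libraries was 191.5 peaks. Lot b had a chemical library and no no-oxidation library mapped to it. With the replicate number as a block, the paired differences of replicates 1 to 3 lay between 140 and 200 peaks with a mean of 174.3, and the exact sign-flip permutation test gave a one-sided p of 0.125, the smallest that 3 pairs allow. Deviations of same-numbered libraries from their group means had a correlation of 0.728 over the 3 pairs, against values from -0.958 to 0.728 for the other pairings, so a pairing by replicate number could not be told from chance with 3 pairs. In *L. donovani*, 1 peak was called in each of the 2 no-oxidation controls, at the same place on chromosome 7 (positions 737 to 954), against 132 and 126 peaks in the chemical pull-down.

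**Figure D1:**
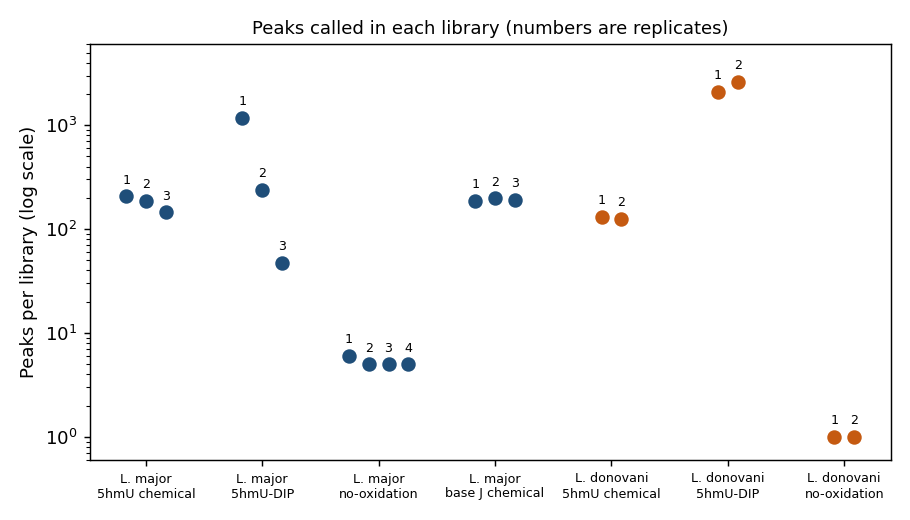
Number of peaks called in each library, on a log scale, with 1 point per library and its replicate number above it (*L. major* in blue, *L. donovani* in orange). The no-oxidation controls sit between 1 and 6 peaks, below every chemical pull-down library.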

In both *L. major* and *L. donovani*, very few peaks were observed (up to four peaks) in no-oxidation controls. This observation suggests that the majority of 5hmU peaks we obtained are not a consequence of background signals, which might be attributed to pre-existing 5fU, or a potential minor reactivity of the probe to non-modified DNA (e.g., reactivity of amines to cytosine bases, as previously reported for hydroxyamines), [26] or non-specific binding of DNA to the magnetic resin.

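The 21 no-oxidation peaks of *L. major* fell into 7 regions, of which 4 were called in all 4 control libraries. In total, 146 of the 152 high-confidence 5hmU peaks (96.1%) held no peak of a no-oxidation control, and the no-oxidation peaks covered 0.765% of the high-confidence length. The other 6 high-confidence peaks each held 1 of the 7 regions. On chromosome 5 (positions 1013 to 1298), the fold enrichment was 13.4 ± 0.62 (SD, n = 4) in the no-oxidation controls and 11.1 ± 3.84 (SD, n = 3) in the chemical pull-down. On chromosome 17 (4818 to 5065), it was 7.68 ± 1.28 (SD, n = 4) without oxidation and 16.3 ± 5.32 (SD, n = 3) in the chemical pull-down, and in the neighbouring region (3367 to 3581), called in 2 libraries of each kind, 5.74 ± 0.42 and 11.9 ± 0.26 (SD, n = 2). On chromosome 3 (383965 to 384231), the values were 6.17 ± 1.03 (SD, n = 4) and 10.5 ± 3.84 (SD, n = 3). On chromosome 19 (407924 to 408177), they were 2.81 ± 0.42 (SD, n = 4) and 4.45 ± 0.013 (SD, n = 2). The region on chromosome 1 (268616 to 268984) was enriched 1.50 ± 0.045 times (SD, n = 2) without oxidation and 1.61 ± 0.17 times (SD, n = 3) in the chemical pull-down, and was also called in the input library, at 1.48. The region on chromosome 22 (700331 to 700563) was called in no-oxidation replicate 1 alone, with a fold enrichment of 2.85, and in none of the chemical libraries. In *L. donovani*, the region on chromosome 7 lay in a high-confidence 5hmU peak and was enriched 3.34 ± 0.18 times (SD, n = 2) without oxidation and 5.01 ± 0.49 times (SD, n = 2) in the chemical pull-down. From the small number of peaks in these controls, the paper proposes that most 5hmU peaks do not come from background signal.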

**Fig. 2:**
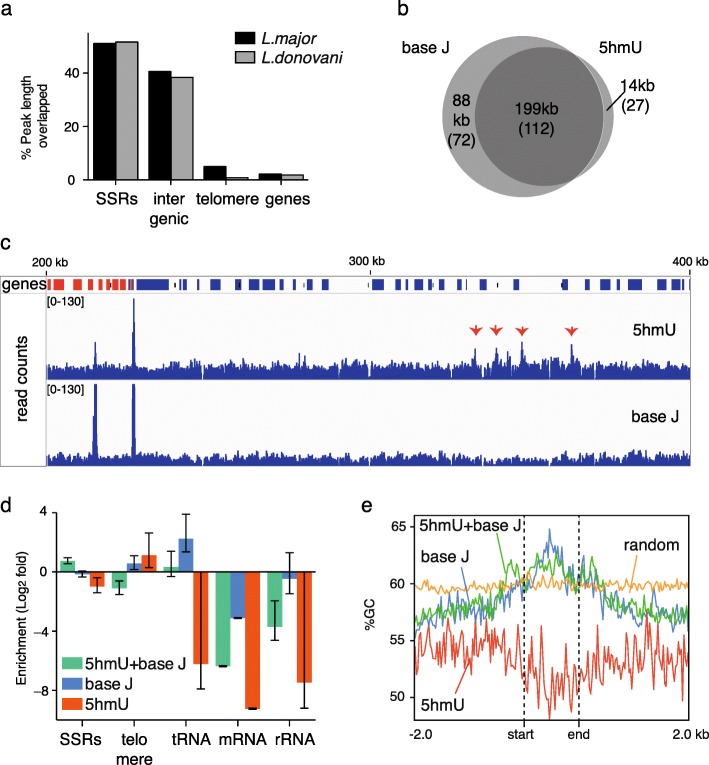
5hmU peaks in *L. major* obtained by DIP and chemical pull down. **a** Percentage of 5hmU peak lengths overlapped with genomic features. **b** Overlaps of 5hmU peaks and base J peaks in length (kb) and peak numbers (in *parentheses*). High confidence peaks were defined as peaks supported by at least two replicates out of three for each modification. Then the set of high confidence peaks were intersected to obtain consensus peaks for both 5hmU and base J. **c** An example of peaks in chromosome 23 (200–400 kb). 5hmU read counts (*top*) and base J read counts (*bottom*) with genes on the forward strand are shown in *red* and genes in the reverse strand are shown in *blue. Red arrows* indicate 5hmU loci. **d** Enrichment of peaks to each genomic feature. Values are shown with 95% confidence interval. **e** GC content (percentage) within peaks of T-modified loci and in the ±2kb flanking regions

To investigate the link between 5hmU loci and base J loci, we also established a chemical pull-down technique to enrich base J by adapting a chemical functionalization strategy for 5-(β-glucopyranosyl) hydroxymethylcytosine [27]. 

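Base J, a glucosylated form of 5hmU, was mapped in 3 technical replicates of *L. major*, replicates 1 and 2 from DNA lot b and replicate 3 from a further lot (lot c in Table S3). The authors deposited 1 peak list per library, called by MACS with the same q-value cutoff as for 5hmU but against another input library. In contrast to the 5hmU libraries, all aligned reads entered peak calling, namely 2849893, 2500030 and 3432863 reads for replicates 1, 2 and 3, so that the base J peaks rest on more reads per library. A total of 188, 198 and 191 base J peaks were called, covering 132.6, 284.4 and 278.1 kb. The median fold enrichment was 4.62 in replicate 1, 10.8 in replicate 2 and 9.15 in replicate 3. The Jaccard index was 0.945 for replicates 2 and 3, but 0.464 and 0.475 for the pairs with replicate 1, whose peaks were shorter (median length of 489 bp, against 802 and 846 bp). Merging gave 198 regions, of which 110 held peaks of all 3 replicates and 74 held peaks of 2 replicates. The resulting 184 high-confidence base J peaks covered 286.4 kb on all 36 chromosomes, with a median length of 876.5 bp. With support by all 3 replicates, 110 regions remained.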

We applied this method to generate an enrichment-based map of base J in *L. major*, where the level of base J (approximately 0.08% of nucleobases) was higher than that of 5hmU (Additional file 1: Figure S2). Oxidation of the diol groups by NaIO_4_ on the glucopyranoside moiety of base J generates aldehydes, while 5hmU remained chemically inert (Additional file 1: Figure S4a). The resultant aldehyde groups were then biotinylated with (+)-biotinamideohexanoic acid hydrazide to allow the enrichment of base J-containing DNA fragments. The base J peaks obtained by our method agreed well (66% overlap in length) with the previously reported base J loci enriched by JBP, [20]; thus, we used the peaks to compare with 5hmU peaks (Additional file 1: Figure S4b). High confidence base J peaks (peaks supported by at least two technical replicates out of three) were observed for 93% of 5hmU-enriched loci (5hmU + base J loci) (Fig. 2b), consistent with the understanding that 5hmU is a precursor of base J [7]. 

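The 152 high-confidence 5hmU peaks of *L. major* were intersected with the 184 high-confidence base J peaks. Of the 213.8 kb of 5hmU peaks, 199.5 kb lay in base J peaks, which is 93.3% of the 5hmU length. Random placement of the 5hmU peaks within their own chromosomes put on average 1.26% of their length in base J peaks, with a highest value of 6.55%, and none of the 1000 placements reached the observed share (permutation test by random placement, one-sided, p = 0.001, the smallest that 1000 placements allow). Counted by number instead of length, 125 of the 152 5hmU peaks (82.2%) had at least 1 bp in a base J peak, and 80.3% had at least 50% of their length there. This change from length to number moved the share more than any other alternative. The peaks with base J were longer, with a median of 640.0 bp against 349 bp for those without, which is why the share by length exceeds the share by number. Leaving out replicate 1, 2 or 3 of both modifications gave shares of the length of 97.6%, 91.0% and 88.7%. In the opposite direction, 199.5 kb of the 286.4 kb of base J peaks (69.7%) lay in 5hmU peaks, and 112 of the 184 base J peaks overlapped a 5hmU peak. At the loci with both modifications, the median fold enrichment was 4.67 for 5hmU and 10.7 for base J. The paper relates this overlap to 5hmU being a precursor of base J.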

Interestingly, we observed that some loci were uniquely detected by either 5hmU (5hmU-specific loci) or base J (base J-specific loci) enrichment (Fig 2c, d). 

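Of the high-confidence peaks, 27 5hmU peaks had no base pair in a base J peak and 72 base J peaks had none in a 5hmU peak. The 5hmU-specific loci covered 10.99 kb, and a further 3.35 kb of 5hmU peak length outside base J lay at the edges of loci shared with base J. The base J-specific loci covered 40.5 kb, with another 46.4 kb at edges of shared loci. The 5hmU-specific loci had a median fold enrichment of 3.25, lower than the 4.67 of the 5hmU peaks shared with base J (permutation test over loci with 100000 resamples, two-sided, p = 0.0258). Loci are not biological replicates in this test, and the classes differ in which replicates their values come from. In the replicates of lot a alone, at loci with peaks in both, the medians were 3.27 for 26 5hmU-specific loci and 4.51 for 111 shared loci (permutation test over loci, two-sided, p = 0.0466). Of the 27 5hmU-specific loci, 21 were supported only by chemical replicates 1 and 2, which come from lot a, whereas 5 of the 125 shared loci were, and 5 of the 27 held a peak of a no-oxidation control. The 3 5hmU-specific loci with the highest mean fold enrichment were all among those 5 and within the first 5 kb of a chromosome. They lay on chromosome 17 at 4791 to 5082 (16.3 ± 5.32, SD, n = 3) and at 3330 to 3600 (11.9 ± 0.26, SD, n = 2), and on chromosome 5 at 996 to 1294 (11.1 ± 3.84, SD, n = 3). The 3 base J-specific loci with the highest mean fold enrichment lay on chromosome 29 at 819010 to 820524 (14.3 ± 6.72, SD, n = 3) and on chromosome 6 at 198749 to 199594 (14.2 ± 6.10, SD, n = 3) and at 498222 to 498892 (12.7 ± 6.36, SD, n = 3). Each of these 3 held a 5hmU peak of a single chemical replicate. Among the shared loci, the highest 5hmU fold enrichment was found on chromosome 3 at 383741 to 384273 (10.5 ± 3.84, SD, n = 3), which also held a no-oxidation peak, on chromosome 14 at 157564 to 164170 (9.12 ± 2.22, SD, n = 3) and on chromosome 24 at 466416 to 469562 (9.00 ± 1.60, SD, n = 3). Base J was weak at the chromosome 3 locus, where 1 base J library had a peak, with a fold enrichment of 1.53. It was 13.2 ± 6.24 and 13.8 ± 6.27 (SD, n = 3) at the loci on chromosomes 14 and 24.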

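In the window of chromosome 23 from 200 to 400 kb, 5 high-confidence 5hmU peaks and 2 high-confidence base J peaks were found. Both base J peaks, at 214532 to 215718 and 226688 to 227621, overlapped 5hmU peaks at 215152 to 215510 and 226946 to 227401. The first of these loci had a fold enrichment of 4.03 ± 1.18 for 5hmU (SD, n = 2) and 12.9 ± 5.15 for base J (SD, n = 3), and the other 6.70 ± 0.71 for 5hmU (SD, n = 3) and 13.1 ± 5.18 for base J (SD, n = 3). The other 3 5hmU peaks held no peak of any base J library. They lay at 332873 to 333126 with a fold enrichment of 3.07 ± 0.33, at 339250 to 340096 with 3.40 ± 0.25 and at 347387 to 347964 with 3.29 ± 0.12 (SD, n = 2 in each case). All 3 were called in chemical replicates 1 and 2 and not in chemical replicate 3. Peaks of 5hmU-DIP replicate 1 overlapped all 3 of them and peaks of 5hmU-DIP replicate 2 the latter pair. No peak of a no-oxidation control was called in the window.

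**Figure D2:**
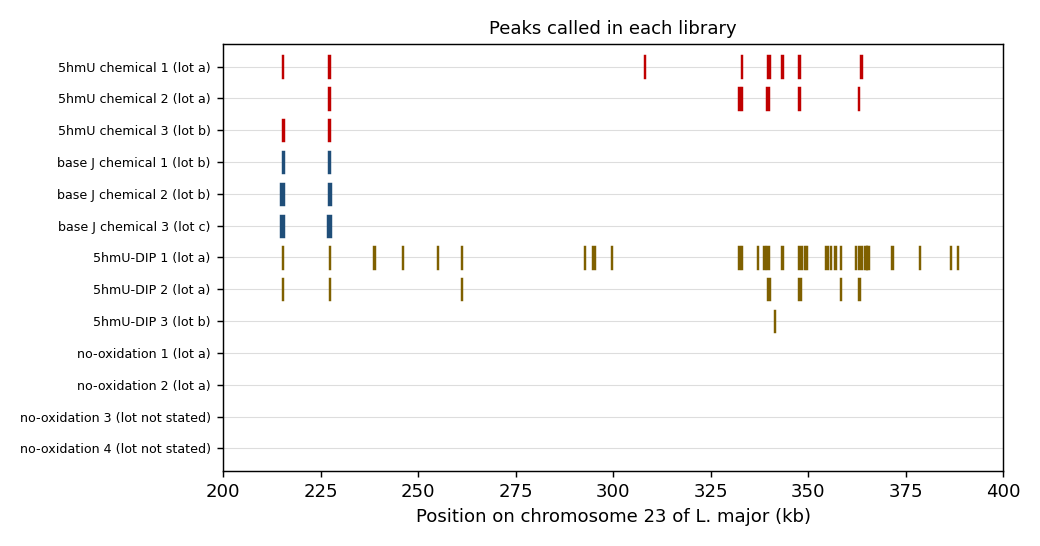
Peaks called in each *L. major* library on chromosome 23 from 200 to 400 kb, with 1 line per library and its DNA lot in parentheses. All base J libraries have peaks at the loci that begin at 214532 and 226688 bp, and chemical replicate 3 has no peak elsewhere in the window.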

While base J-specific loci were enriched over some genes, such as tRNA genes (Fig 2d), 5hmU-specific loci were mostly observed in intergenic regions, though no significant enrichment to any specific genomic feature was observed. It was found that 5hmU-specific loci had AT-rich contexts, whereas base J-specific loci and 5hmU + base J loci generally had GC-rich contexts (Fig. 2e). Motifs observed within 5hmU-specific loci by DREME [28] are characterized by a stretch of T, which was not observed for base-J specific loci (Additional file 1: Table S4). In a biophysics study using synthetic ODN duplex with an oligo T context, we observed that substitution of T by 5hmU decreased the thermal stability of the duplex (Fig. 3a), suggesting that 5hmU may also change the physical properties of local DNA duplex in the genome. To obtain insights into the 5hmU-specific loci, we analyzed the RNA levels in *L. major*. Levels of total RNA within thymine modification-enriched genomic loci were analyzed by counting RNA reads obtained from strand-directional total RNA sequencing. While RNA levels in 5hmU + base J loci and base J-specific loci were significantly lower than the average count (*p* < 0.001), they did not decrease in the 5hmU-specific loci, indicating that these loci remain transcriptionally active (Fig. 3b).

**Fig. 3:**
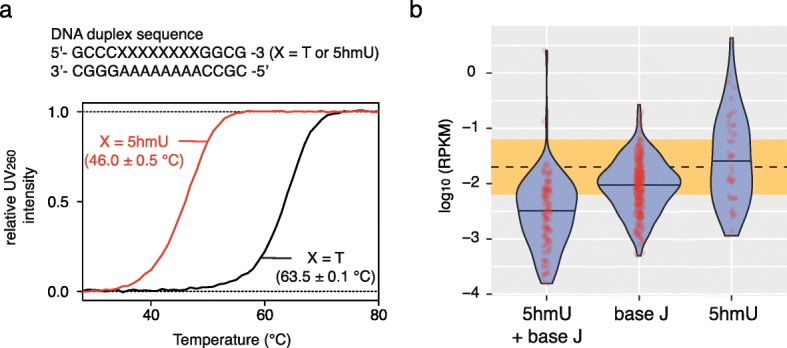
5hmU modification and related effects. **a** Thermal stability of DNA duplexes with oligo T (5hmU): oligo A contexts. Melting curves of a representative result and melting temperature values for each DNA duplex (mean ± standard deviation) are shown. **b** Violin plot showing normalized RNA expression as RPKM within 5hmU+J loci, 5hmU loci, and base J loci. The mean RNA count across random genomic regions (±1 standard deviation) is shown as the *orange bar*

## Discussion

In the currently suggested mechanism of thymine modifications in trypanosomatids, the initial step of 5hmU formation is binding of the JBP family of proteins to base J, followed by hydroxymethylation of proximal thymine [25, 29]. The presence of base J-specific loci may suggest that any 5hmU formed is quickly enzymatically glycosylated to form base J in the loci. Although 5hmU-specific loci may have arisen from DNA oxidative damage regularly occurring in the genome, it is also possible that these loci form naturally via a JBP-independent mechanism. While previous studies have proposed that base J-associated glucosyltransferase in trypanosomatids readily converts 5hmU to base J promiscuously without sequence biases [15, 25, 30], the presence of 5hmU-specific loci suggests that some 5hmUs may exist in sequence contexts that are less preferred by this glucosyltransferase and are only slowly converted to base J. To assess the potential artifacts and biases caused by 5hmU chemical enrichment, especially due to spontaneous oxidation of T during library preparation, we carried out mock chemical 5hmU enrichment using a randomly sequenced ODN bearing no nucleoside modification, which will mimic the background signal. We did not observe any significant change in the nucleoside composition and enrichment of specific motifs, suggesting chemical 5hmU enrichment does not cause artifacts and biases (Additional file 1: Figure S5), which supports our interpretation of 5hmU-specific loci.

## Conclusions

We provide the first genome-wide map of 5hmU in *Leishmania sp.* genomes and investigated the relationship of 5hmU with the hypermodified base J. To achieve this goal, we established methods to selectively tag each modified derivative of the thymine base. The observed accumulation of 5hmU in T(A) rich sequence contexts, distinct from the sequence context of base J loci, suggests 5hmU remains intact or is less reactive to glucosylation in these sequence contexts. The methods presented herein provide powerful tools to help address the roles of modified T nucleobases, which are of emerging interest due to their relevance in biological function and disease [31–33].

## Methods

### Materials

The genomic DNA samples for *L. major* ATCC 30012D (lot 60685413, lot 63717803) as well as a set of genomic DNA and RNA from the same culture (lot ATCC-CUST-30012D/R) were obtained from ATCC*.* The genomic DNA sample for *L. donovani GR383WT1* (single batch) was provided courtesy of Prof. Charles L. Jaffe (National Center for Leishmaniasis, Kuvin Centre for Study of Tropical & Infectious Diseases, Jerusalem). Detailed information of samples used to generate each sequencing result is available in Additional file 1: Table S3.

### The modified adapter solution

A 5′-*O*-methylated ODN with a sequence of 5′-MeO-GAATGATACGGCGACCACCGAGATCTA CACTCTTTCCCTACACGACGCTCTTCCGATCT-3′ (Eurogentec) and a 3′-*O*-phosphorylated ODN with a sequence of 5′-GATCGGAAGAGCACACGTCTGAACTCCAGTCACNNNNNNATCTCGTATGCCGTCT TCTGCTTG-*O*-phosphate-3′ (Sigma Aldrich), where NNNNNN corresponds to TruSeq (Illumina) barcoding, were made up to a solution (25 μM each) in 50 mM NaCl and 20 mM Tris-HCl (pH 7) and annealed prior to use.

### Adapter ligation for chemical 5hmU enrichment

Fragmented DNA samples (200 ng) with an average size of 200 bp and spike-in control ODNs (100 pg each; see Additional file 1: Table S2) were mixed and subjected to adapter ligation using the standard protocol using the NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (New England Biolabs), except the use of the modified adapter solution (2.5 μL) instead of a standard adapter solution. Adapter-ligated DNA samples were bound to AMPure® XP Beads (Beckman Coulter), washed two times with 80% aqueous acetonitrile (1.0 mL), eluted with 25 μL of water, then passed through Micro Bio-Spin™ P-6 Gel Columns in SSC Buffer (Bio-Rad) pre-washed five times with ultrapure water (0.5 mL). It was essential to avoid use of ethanol during the DNA sample purification.

### Chemical modifications of 5hmU

The adapter ligated DNA sample in 50 mM NaOH (24 μL) was denatured by incubating at 37 °C for 30 min. A ten-fold diluted oxidant solution (1 μL) provided in the TrueMethyl™ kit (Cambridge Epigenetics) was added to the DNA solution and the resultant mixture was incubated at 40 °C for 30 min, followed by immediate purification by Micro Bio-Spin™ P-6 Gel Columns (Bio-Rad). The resultant DNA sample (in ca. 25 μL solution), 100 mM phosphate buffer (pH 6, 10 μL), and 17 mM (+)-biotinamidohexanoic acid hydrazide (15 μL) were mixed and incubated at 40 °C for 3–12 h. The reaction mixture was purified by Micro Bio-Spin™ P-6 Gel Columns (Bio-Rad) and used immediately for enrichment.

### Chemical 5hmU enrichment sequencing

The biotinylated DNA sample (in ca. 50 μL solution) and the binding buffer 1 (2×, 50 μL; see Additional file 1 for the buffer composition) were mixed and added to Dynabeads® MyOne™ Streptavidin C1 (Life Technologies) which had been pre-washed two times with the binding buffer 1 (200 μL). The mixture was gently mixed by rotation at 4 °C for 30 min, placed on a magnetic rack, and the supernatant was removed. The beads were washed five times with the binding buffer 1 (1×, 100 μL). The DNA was eluted by incubating the beads in elution buffer (1×, 50 μL; see Additional file 1 for the buffer composition) at 40 °C with vigorous shaking (1400 rpm) for 30 min. The mixture was then placed on a magnetic rack and the supernatant containing the eluted DNA was collected. The elution process was repeated once more. The combined eluted DNA solutions were purified using the GeneJET PCR purification kit (Thermo Scientific). The obtained 5hmU enriched libraries were amplified by PCR Master Mix and PCR Primer Cocktail provided in the TruSeq DNA Sample Preparation Kit v3 (Illumina) and quantified using a KAPA Library Quantification Kit (KAPA Biosystems). Experiments were carried out in technical triplicates for *L. major* and technical duplicates for *L. donovani*. The efficacy of 5hmU enrichment was confirmed by read counts for 5hmU-modified spike-in controls over non-modified controls (Additional file 1: Table S3).

### Chemical base J enrichment sequencing

A solution of the fragmented DNA samples (250 ng) with an average length of 200 bp, 50 mM NaIO_4_ in 50 mM sodium acetate buffer (pH 5.5) was incubated at 40 °C for 3 h followed by work-up with Micro Bio-Spin™ P-6 Gel Columns (Bio Rad) or a GeneJET PCR purification kit (Thermo Scientific). The resultant DNA solution (25 μL), 100 mM phosphate buffer (pH 6, 20 μL), 100 mM (+)-biotinamidohexanoic acid hydrazide (4 μL), and 100 mM *p*-anisidine (1 μL) were mixed and incubated at 40 °C for 4–12 h. The reaction mixture was purified by Micro Bio-Spin™ P-6 Gel Columns (Bio Rad) or a GeneJET PCR purification kit (Thermo Scientific). The samples were then subjected to NGS adapter ligation using reagents provided in the NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (New England Biolabs) and adapter solutions provided in the TruSeq DNA Sample Preparation Kit v3 (Illumina). Downstream procedures for base J enrichment were carried out as described in the chemical 5hmU pull-down sequencing procedure except for the use of KAPA HiFi HotStart Uracil + ReadyMix (KAPA Biosystems) as a PCR master mix.

### Sequence alignment and peak calling

5hmU and base J enriched libraries as well as control libraries were sequenced on an Illumina MiSeq with a read length of 151 bp. Reads were trimmed to remove adapters and low quality 3′ ends using cutadapt version 1.7 [34]. Trimmed reads were then aligned to the reference genome using bwa mem version 0.7.10 [35]. Only primary alignments with a mapping quality of 10 or more were retained for further analyses. Alignment filtering and manipulations were performed with samtools version 1.1 [35]. See Additional file 1: Table S3 for a summary of the mapping step. Peaks of read enrichment were detected using macs [36] version 2.1.0.20140616. Further analyses were performed by means of bedtools [37], deepTools [38], DREME [28], and custom bash, R, and python scripts.

## Additional files

Additional file 1: The datasets supporting the conclusions of this article as well as experimental designs and protocols are included within the article and its additional file. **Table S1.** Short ODNs used for the LC-MS study. **Table S2.** Sequences of ODN templates and primers used to synthesize model ODNs by PCR. **Figure S1.** Chemical pull-down of modified ODNs. **Figure S2.** DNA nucleobase modification profiles of *L. major* and *L. donovani* GR383WT1. **Figure S3.** Binding specificity of the antibody (ab19735) used for 5hmdU-DIP. **Figure S4.** Base J chemical pull down. **Figure S5.** Assessment of experimental biases. **Table S3**. Libraries prepared in this study. **Table S4.** DREME motif sequences and additional experimental details for synthesis of oligo DNA models, preparation of DNA models, reaction with oligo DNA models, quantitative PCR analysis to assess enrichment efficacy of chemical pull-down, affinity validation of ab19735 by ELISA, mononucleotide composition analysis, 5hmU-DIP, melting temperature analysis, and total RNA sequencing. (PDF 1440 kb)

## Abbreviations

5fC: 5-Formylcytosine
5fU: 5-formyluracil
5hmC: 5-Hydroxymethylcytosine
5hmU: 5-Hydroxymethyluracil
base J: 5-(β-glucopyranosyl) hydroxymethyluracil
DIP: DNA Immunoprecipitation
JBP: J-binding protein
LC-MS: Liquid chromatography–mass spectrometry
NGS: Next-generation sequencing
ODN: Oligodeoxynucleotide
SSR: Strand switch region

## References

[1] Gommers-Ampt JH, Borst P (1995). Hypermodified bases in DNA. FASEB J.

[2] Fu Y, He C (2012). Nucleic acid modifications with epigenetic significance. Curr Opin Chem Biol.

[3] Teif VB, Rippe K (2015). Interplay of nucleosome repositioning, DNA methylation and transcription factor binding during stem cell development. J Biomol Struct Dyn.

[4] Neuhard J, Maltman KL, Warren RA (1980). Bacteriophage phi W-14-infected Pseudomonas acidovorans synthesizes hydroxymethyldeoxyuridine triphosphate. J Virol.

[5] Witmer H (1981). Synthesis of deoxythymidylate and the unusual deoxynucleotide in mature DNA of Bacillus subtilis bacteriophage-Sp10 occurs by post-replicational modification of 5-hydroxymethyldeoxyuridylate. J Virol.

[6] Pfaffeneder T, Spada F, Wagner M, Brandmayr C, Laube SK, Eisen D, Truss M, Steinbacher J, Hackner B, Kotljarova O (2014). Tet oxidizes thymine to 5-hydroxymethyluracil in mouse embryonic stem cell DNA. Nat Chem Biol.

[7] Borst P, Sabatini R, Base J (2008). Discovery, biosynthesis, and possible functions. Annu Rev Microbiol.

[8] Greene JR, Morrissey LM, Foster LM, Geiduschek EP (1986). DNA binding by the bacteriophage SPO1-encoded type II DNA-binding protein, transcription factor 1. Formation of nested complexes at a selective binding site. J Biol Chem.

[9] Jacobs AL, Schar P (2012). DNA glycosylases: in DNA repair and beyond. Chromosoma.

[10] Yu M, Song CX, He C (2015). Detection of mismatched 5-hydroxymethyluracil in DNA by selective chemical labeling. Methods.

[11] Clark TA, Spittle KE, Turner SW, Korlach J (2011). Direct detection and sequencing of damaged DNA bases. Genome Integr.

[12] Song CX, Clark TA, Lu XY, Kislyuk A, Dai Q, Turner SW, He C, Korlach J (2011). Sensitive and specific single-molecule sequencing of 5-hydroxymethylcytosine. Nat Methods.

[13] Korlach J, Turner SW (2012). Going beyond five bases in DNA sequencing. Curr Opin Struct Biol.

[14] van Luenen H, Genest PA, Zhao W, Jan S, Baugh L, Clark T, Turner S, Korlach J, Myler P, Borst P (2014). SMRT sequencing defines the sequence requirements for the positioning of base J into DNA. FEBS J.

[15] Genest PA, Baugh L, Taipale A, Zhao WQ, Jan S, van Luenen HGAM, Korlach J, Clark T, Luong K, Boitano M (2015). Defining the sequence requirements for the positioning of base J in DNA using SMRT sequencing. Nucleic Acids Res.

[16] Hardisty RE, Kawsaki F, Sahakyan AB, Balasubramanian S (2015). Selective chemical labeling of natural T modifications in DNA. J Am Chem Soc.

[17] Ivens AC, Peacock CS, Worthey EA, Murphy L, Aggarwal G, Berriman M, Sisk E, Rajandream MA, Adlem E, Aert R (2005). The genome of the kinetoplastid parasite, Leishmania major. Science.

[18] Clayton C, Shapira M (2007). Post-transcriptional regulation of gene expression in trypanosomes and leishmanias. Mol Biochem Parasitol.

[19] Thomas S, Green A, Sturm NR, Campbell DA, Myler PJ (2009). Histone acetylations mark origins of polycistronic transcription in Leishmania major. BMC Genomics.

[20] van Luenen HG, Farris C, Jan S, Genest PA, Tripathi P, Velds A, Kerkhoven RM, Nieuwland M, Haydock A, Ramasamy G (2012). Glucosylated hydroxymethyluracil, DNA base J, prevents transcriptional readthrough in Leishmania. Cell.

[21] Reynolds D, Cliffe L, Forstner KU, Hon CC, Siegel TN, Sabatini R (2014). Regulation of transcription termination by glucosylated hydroxymethyluracil, base J, in Leishmania major and Trypanosoma brucei. Nucleic Acids Res.

[22] Booth MJ, Branco MR, Ficz G, Oxley D, Krueger F, Reik W, Balasubramanian S (2012). Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution. Science.

[23] McInroy GR, Raiber EA, Balasubramanian S (2014). Chemical biology of genomic DNA: minimizing PCR bias. Chem Commun (Camb).

[24] Gruz P, Shimizu M, Pisani FM, De Felice M, Kanke Y, Nohmi T (2003). Processing of DNA lesions by archaeal DNA polymerases from Sulfolobus solfataricus. Nucleic Acids Res.

[25] Bullard W, da Rosa-Spiegler JL, Liu S, Wang YS, Sabatini R (2014). Identification of the glucosyltransferase that converts hydroxymethyluracil to base J in the trypanosomatid genome. J Biol Chem.

[26] Munzel M, Lercher L, Muller M, Carell T (2010). Chemical discrimination between dC and (5Me)dC via their hydroxylamine adducts. Nucleic Acids Res.

[27] Pastor WA, Pape UJ, Huang Y, Henderson HR, Lister R, Ko M, McLoughlin EM, Brudno Y, Mahapatra S, Kapranov P (2011). Genome-wide mapping of 5-hydroxymethylcytosine in embryonic stem cells. Nature.

[28] Bailey TL (2011). DREME: motif discovery in transcription factor ChIP-seq data. Bioinformatics.

[29] Cliffe LJ, Hirsch G, Wang J, Ekanayake D, Bullard W, Hu M, Wang Y, Sabatini R (2012). JBP1 and JBP2 proteins are Fe2+/2-oxoglutarate-dependent dioxygenases regulating hydroxylation of thymidine residues in trypanosome DNA. J Biol Chem.

[30] van Leeuwen F, Kieft R, Cross M, Borst P (1998). Biosynthesis and function of the modified DNA base beta-D-glucosyl-hydroxymethyluracil in Trypanosoma brucei. Mol Cell Biol.

[31] Djuric Z, Heilbrun LK, Lababidi S, Berzinkas E, Simon MS, Kosir MA (2001). Levels of 5-hydroxymethyl-2 ′-deoxyuridine in DNA from blood of women scheduled for breast biopsy. Cancer Epidemiol Biomark Prev.

[32] Frenkel K, Karkoszka J, Glassman T, Dubin N, Toniolo P, Taioli E, Mooney LA, Kato I (1998). Serum auto antibodies recognizing 5-hydroxymethyl-2 ′-deoxyuridine, an oxidized DNA base, as biomarkers of cancer risk in women. Cancer Epidemiol Biomark Prev.

[33] Ganguly T, Duker NJ (1992). Reduced 5-hydroxymethyluracil-DNA glycosylase activity in Werner’s syndrome cells. Mutat Res.

[34] Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal. 2011;17. http://dx.doi.org/10.14806/ej.17.1.200.

[35] Li H. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. 2013. arXiv:1303.3997.

[36] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[37] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[38] Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res.

# Supplementary material for: Genome-wide mapping of 5-hydroxymethyluracil in the eukaryote parasite Leishmania
**Source:** Genome Biol. 2017 Jan 30;18:23. doi: 10.1186/s13059-017-1150-1
**Supplement:** Additional file 1: — The datasets supporting the conclusions of this article as well as experimental designs and protocols are included within the article and its additional file. Table S1. Short ODNs used for the LC-MS study. Table S2. Sequences of ODN templates and primers used to synthesize model ODNs by PCR. Figure S1. Chemical pull-down of modified ODNs. Figure S2. DNA nucleobase modification profiles of L. major and L. donovani GR383WT1. Figure S3. Binding specificity of the antibody (ab19735) used for 5hmdU-DIP. Figure S4. Base J chemical pull down. Figure S5. Assessment of experimental biases. Table S3. Libraries prepared in this study. Table S4. DREME motif sequences and additional experimental details for synthesis of oligo DNA models, preparation of DNA models, reaction with oligo DNA models, quantitative PCR analysis to assess enrichment efficacy of chemical pull-down, affinity validation of ab19735 by ELISA, mononucleotide composition analysis, 5hmU-DIP, melting temperature analysis, and total RNA sequencing.

## Supplementary Information

Genome-wide mapping of 5-hydroxymethyluracil in the eukaryote parasite *Leishmania*

Fumiko Kawasaki,<sup>1</sup> Dario Beraldi,<sup>1,2</sup> Robyn E. Hardisty,<sup>1</sup> Gordon R. McInroy,<sup>1</sup> Pieter van Delft,<sup>1</sup> and Shankar Balasubramanian<sup>1,2,3\*</sup>

## Table of contents

### 1. Supplementary figures and tables

Table S1. Short ODNs used for LC-MS study

Table S2. Sequences of ODN templates and primers used to synthesize model ODNs by PCR

Fig. S1. Chemical pull down of modified ODNs

Fig. S2. DNA nucleobase modification profiles of *L. major* and *L. donovani* GR383WT1

Fig. S3. 5hmU specificity of the antibody used for 5hmU-DIP.

Fig. S4. Base J chemical pull down

Fig. S5. Assessment of experimental biases

Table S3. Motif sequences obtained by DREME analysis

Table S4. Libraries prepared in this study

### 2. Additional experimental details

2-1. General information

2-2. Preparation of DNA models listed in Table 2

2-3. Reaction with oligo DNA models

2-4. q-PCR analysis to assess enrichment efficacy of chemical pull down

2-5. Validation of antibody ab19735 by ELISA

2-6. Mononucleotide composition analysis

2-7. 5hmU DIP-seq

2-8. Melting temperature analysis

2-9. Total RNA sequencing

## 1. Supplemental figures and tables

**Table S1** | Short ODNs used for LC-MS study

a) ODN-5hmU and ODN-5fC were obtained from commercial sources (ATD Bio and Eurogentec, respectively); b) ODN-5fU and ODN-mix were synthesized in procedures described elsewhere [1]; c) ODN-AP was prepared from uracil modified ODN (5'-CAGATUTACGATT-3', Sigma Aldrich) by treatment with 5U Uracil DNA Glycosylase (NEB) for 3h at 37 °C followed by purification by mini quick-spin oligo column (Roche)

**Table S2** | Sequences of ODN templates and primers used to synthesize model ODNs by PCR

a) See section 2 for preparation of ODNs containing nucleobase modifications.

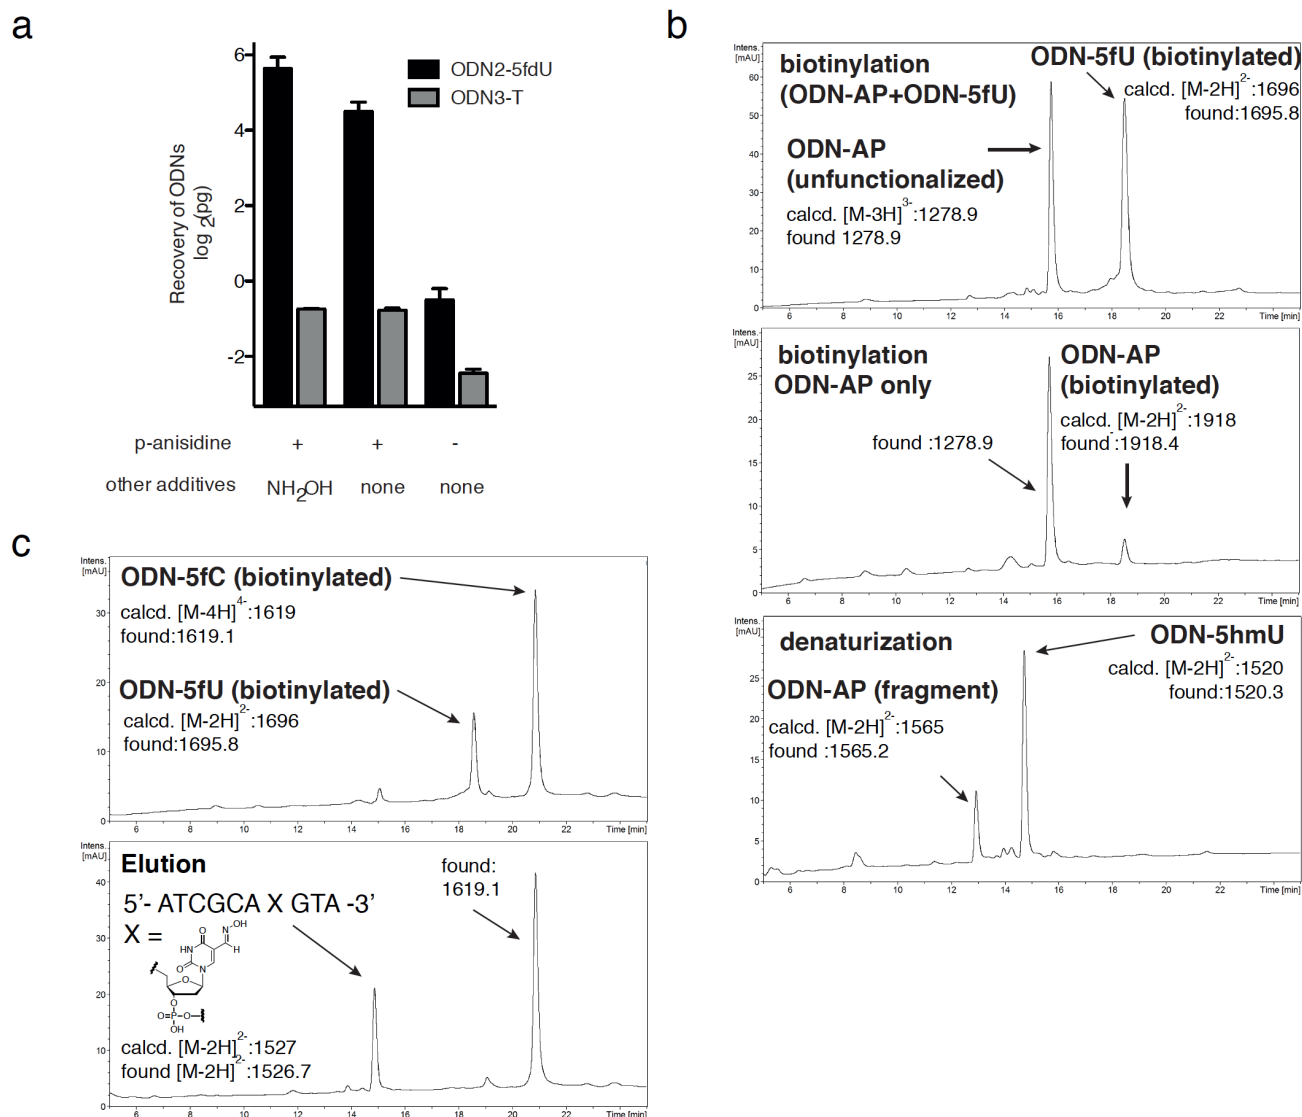

**Fig. S1 | Chemical pull down of modified ODNs.** (a) Recovery of 86mer ODNs (ODN2-5fU and ODN3-T) in different elution conditions. ODNs (100 pg as input) bound to the beads were incubated (40 °C for 1 h) with 20 mM phosphate buffer (pH 6) supplemented with *p*-anisidine (5mM) and 0.05% (v/v) hydroxylamine as indicated. The recovery of ODNs was estimated by qPCR. Data set is shown as a mean±SD of three replicates. (b) A LC trace of a mixture of ODN-AP and ODN-5fU subjected to the biotinylation condition used in the 5hmU mapping in *Leishmania* samples (top). A LC trace of ODN-AP subjected to the same condition (middle). Minor biotinylated component derived from ODN-AP overlapped to the biotinylated ODN-5fU in the top panel. A LC trace of a mixture of ODN-AP and ODN-5hmU subjected to the denaturation condition (0.05 M NaOH, bottom). (c) LC-MS traces of 5fC modified ODN after biotinylation (top), followed by treatment in a 40 mM phosphate buffer (pH 7) supplemented with *p*-anisidine and 0.05% (v/v) hydrazine at 40 °C for 1h (bottom).

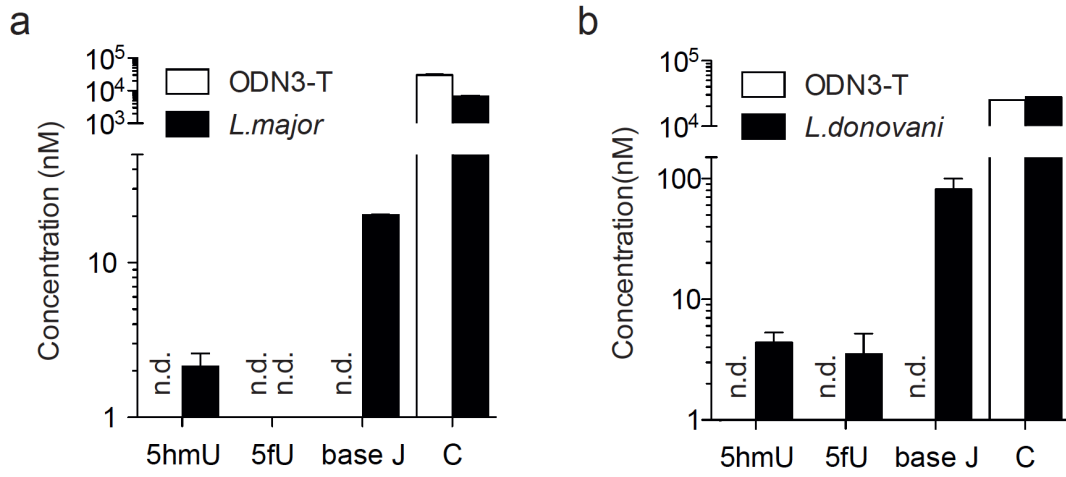

**Fig. S2 | DNA nucleobase modification profiles of *L. major* (a) and *L. donovani* GR383WT1 (b).** Digested genomic DNA samples (0.4  $\mu$ g) were analyzed by LC-MS<sup>2</sup>. Non-modified ODN3 was used as the negative control. Data were shown as mean $\pm$ SD for three technical triplicates. Lower detection limit of each modifications, which was determined by measuring synthetic mononucleoside standards, were 0.6 nM for 5hmU and 5fU, and 2.5 nM for base J (n.d.: not detected). The percentages of T modification in the DNA samples were calculated by the following equation based on the reported GC contents in the genomes: %T modification per nucleobases =  $0.5 * (\%GC \text{ in the genome}) * (\text{the concentration of T modification}) / (\text{the concentration of C})$ .

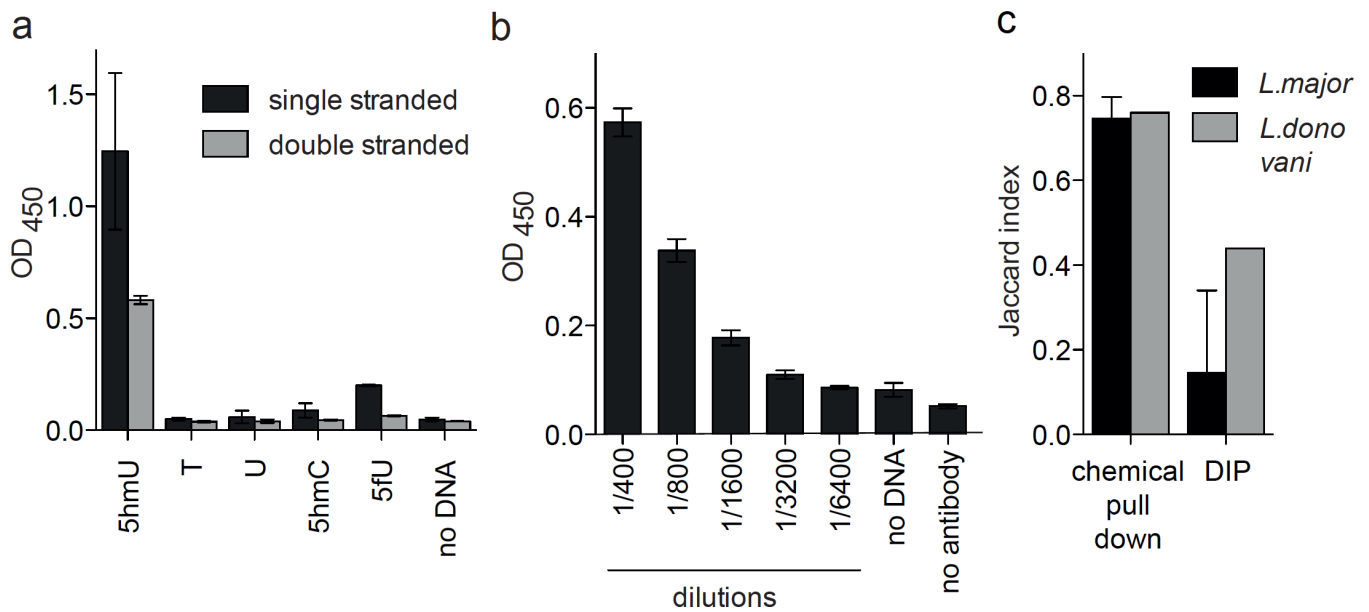

**Fig. S3 | 5hmU specificity of the antibody used for 5hmU-DIP.** (a) Binding of ab19735 (500 fold dilution) to ODN1 bearing various nucleobase modifications. (b) Concentration dependent binding of ab19735 to ODN1-5hmU. (c) Jaccard index showing degree of peak overlaps within technical replicates. Jaccard index is computed as the length of the intersection divided by the length of the union between the two sets of intervals (i.e. bed files). The value 1 means that peaks overlap completely, and value 0 means peaks had no overlap. Values for *L. major* were shown as mean of Jaccard indexes obtained in three combinations of two technical replicates out of three.

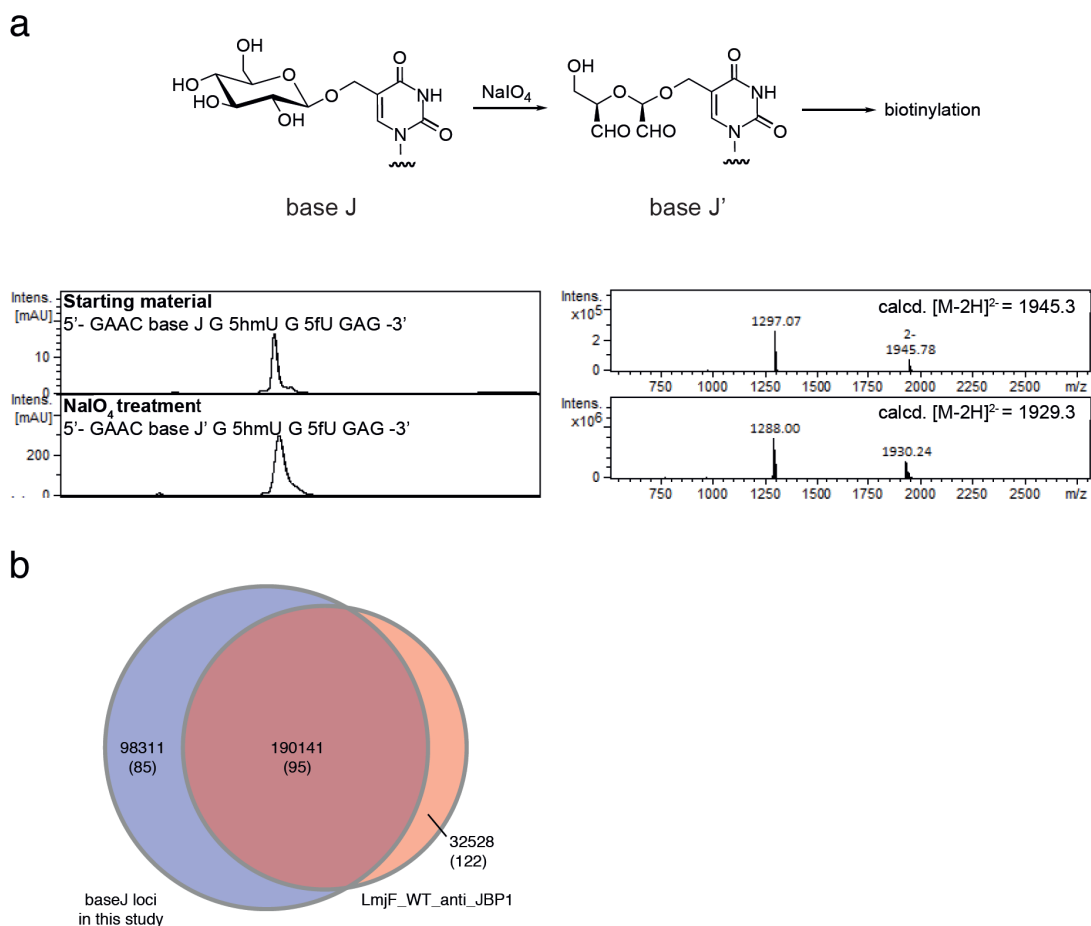

**Fig. S4 | Base J chemical pull down.** a) Schematic picture of base J pull down and LC trace of ODN modified base J, 5hmU and 5fU (top) and LC trace after treatment by NaIO<sub>4</sub> (bottom). ESI-MS values at the largest peak found in each sample are shown on the right panel. b) Base J loci consistency between the chemical enrichment method and previously reported JBP-affinity based enrichment (van Luenen et al.). [2] Overlaps of base J loci are shown as total length of peaks (bp) and peak numbers (in brackets).

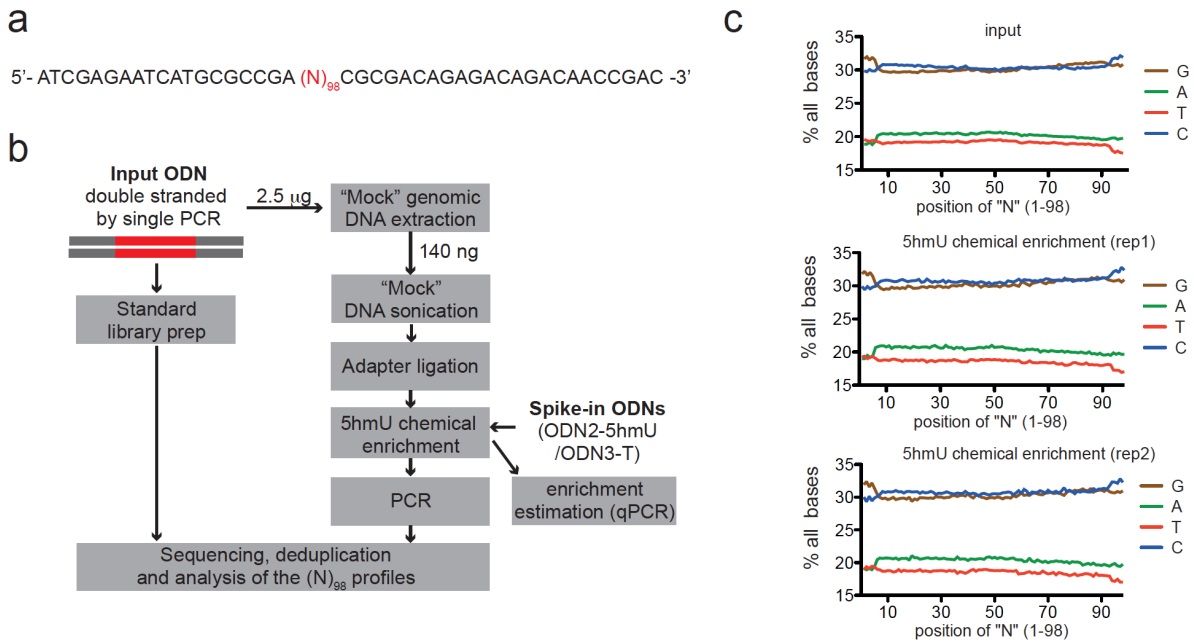

**Fig. S5 | Assessment of experimental biases.** To assess potential artifacts and biases in the chemical 5hmU enrichment process, we carried out a model study using chemically synthesized randomized ODNs. We considered that potential artifacts may arise from the oxidative damage to thymine (to either 5hmU or 5fU) in any process before enrichment (genomic DNA extraction, DNA fragmentation, adapter ligation, oxidation, and biotinylation), and also that the sequence bias may potentially arise from PCR or background binding of DNA to the streptavidin beads. The model ODNs do not bear 5hmU and 5fU, therefore are suitable to study potential oxidative damage during DNA treatment and background artifact signals. (a) The chemically synthesized model ODN sequence, where N means a randomly incorporated A, T, G or C. The average GC content of the randomized region was adjusted to 64% during the template DNA synthesis (equal to the GC content of L. major genome). (b) The experimental workflow. The double-stranded input DNA was subjected to either standard library prep or “mock” DNA extraction, where the input DNA purified by a genomic DNA extraction kit using DNeasy Blood & Tissue Kit (Quagen, followed protocol provided for cultured cells) for cultured cell samples. The extracted DNA was then subjected to sonication using the same protocol used to fragment L. major DNA (“mock” fragmentation). Although the input DNA was naked DNA and also too short to be further fragmented by sonication, it was necessary to carry out the two “mock” processes in order to assess oxidative damages during the actual workflow. The DNA was then adapter ligated, oxidized, and biotinylated, followed by enrichment. To exclude the possibility that enrichment was not successful, two spike-in controls were added to the library after adapter ligation and used to estimate the 5hmU enrichment. After sequencing, duplicated reads that arose due to PCR biases were removed, and sequence profiles in the randomized region were analyzed by fastqc. (c) ATGC contents of the randomized regions in input (left) and 5hmU pull down samples (middle and right). We did not observe any increase of AT contents in 5hmU pull down

samples, which would have been observed in case of oxidative damage during DNA treatment. We also did not observe any specific sequence motif (in five bases context) enriched in 5hmU pull down samples, suggesting our 5hmU enrichment procedure does not induce any noticeable sequence bias.

**Table S3** | Libraries generated in this study.

a) Lot 60685413 was used; b) lot 63717803 was used; c) lot ATCC-CUST-30012D was used; d) libraries were prepared with chemical pull down without oxidation (“no-oxidation” controls); e) enrichments were estimated by read counts for each spike-in controls (ODN2-5hmU/ODN3-T or ODN2-T/ODN3-5hmU for 5hmU enriched libraries, ODN2-5fU/ODN3-T for “no-oxidation” control libraries) followed by normalization by the values of no pull down controls; f) spiked-in ODNs were not used.

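In Table S3, reads are the sequenced reads of a library, and the alignment column counts the alignments that passed the filters. For 5hmU-DIP replicates 1 and 2 of *L. major*, the 9317959 and 11831752 alignments exceed the 6890424 and 8162807 reads. The enrichment column compares spike-in DNA that carries the modification with spike-in DNA that does not. It was 75, 98 and 143 for chemical replicates 1, 2 and 3 of *L. major*, from which 206, 188 and 145 peaks were called. It was 87 and 31 for 5hmU-DIP replicates 1 and 2, with 1175 and 237 peaks, and no relation between enrichment and peak number was tested. For the no-oxidation controls, whose modified spike-in carries 5fU and therefore needs no oxidation to be biotinylated, it was 105 and 186 in replicates 1 and 2. The peaks called in these 2 libraries numbered 6 and 5.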

**Table S4 |** Motif sequences obtained by DREME analysis

a) The motif p-value times the number of candidate motifs tested.

## 2. Supplemental Procedures

### 2-1. General information

#### *General reagents and equipment*

Ultrapure water produced by Synergy® UV Remote Water Purification System (Merck Millipore) or PCR grade water (Roche Life Science) was used to prepare all aqueous solutions unless specified. DNA LoBind Tubes (Eppendorf) were used throughout the procedure. Incubation and PCR was carried out using T100 Thermal Cycler (BioRad). qPCR experiments were carried out with CFX96 Real-Time System (BioRad). Sonication of DNA was carried out with M220 Focused-ultrasonicator™ (Covaris). All sequencing experiments were carried out on a Mi-Seq using Miseq reagent kit v3 (Illumina).

#### *Buffer compositions used in the study*

Binding buffer 1 (x1): 10 mM Tris (pH 7.5), 1 mM EDTA, 2M NaCl, 0.1% (v/v) tween 20

Elution buffer: 0.05% (v/v) hydroxylamine (Sigma Aldrich), 5 mM anisidine (Sigma Aldrich), 0.1% (v/v) tween 20 in 50 mM phosphate buffer (pH 6)

Binding buffer 2: 0.1% (v/v) tween 20 in PBS (x1)

ELISA buffer (x1): 50 mM K<sub>2</sub>HPO<sub>4</sub> (pH 7.4), 100 mM KCl and 3% (w/v) BSA

### 2-2. Preparation of DNA models listed in Table 2

Biotinylated ODNs bearing 5hmU, U, 5fU, 5mC, 5hmC as well as a control ODNs without any nucleobase modification were synthesized by PCR. Each ODN template (10 nM) was amplified in the presence of indicated primers (1 μM each) and dNTPs (0.2 mM each) using Dreamtaq DNA polymerase (1.25 unit, Life Technologies). 5hmUTP, 5fUTP, or dUTP were used instead of TTP for 5hmU, 5fU, U modified ODNs. 5hmdCTP and 5mdCTP was used instead of dCTP for 5hmC, 5mC modified ODNs. Incorporation of each nucleobase modification to ODNs was confirmed by HPLC.

### 2-3. Reactions with oligo DNA models

To solution of ODNs (10 μM) in 50 mM NaOH (24 μL), a 10-fold diluted oxidant solution (1 μL) provided in the TrueMethyl™ kit (Cambridge Epigenetics) was added and the resulting mixture was incubated at rt for 30 min. After the incubation, the mixture was passed through mini quick spin oligo columns (Roche Life Science). The oxidised DNA solution (ca. 25 μL), 100 mM phosphate buffer (pH 6, 10 μL), 17 mM (+)-biotinamidohexanoic acid

hydrazide (15  $\mu$ L, Sigma Aldrich) were mixed and incubated at 40 °C for 2 h. The reaction mixture was passed through mini quick spin oligo columns (Roche Life Science) or Micro Bio-Spin columns with Bio-Gel P-6 in SSC Buffer (P6 column, Bio Rad), which were pre-washed with water three times prior to use. The biotinylated DNA solution was mixed with the same amount of elution buffers (x 2) as indicated in Fig. 1c and incubated at 40 °C for 1h. The reaction mixture was passed through a mini quick spin oligo column or P6 column, which was pre-washed with water three times prior to use.

#### *LC-MS analysis of oligo DNA models*

LC-ESI MS spectra were recorded on an AmaZon X ESI-MS (Bruker) connected to an Ultimate 3000 HPLC (Dionex). Analyses of ODNs were carried out by LC-MS using XBridge BEH C18 XP (30Å, 2.5  $\mu$ m, 3 mm x 50 mm, Waters) or XTerra MS C18 Column (125Å, 2.5  $\mu$ m, 2.1 mm x 50 mm, Waters). The elution solvents were 10 mM triethylamine and 100 mM hexafluoroisopropanol in water (solvent A) and methanol (solvent B). The flow rate was 0.2 ml/min. After equilibration at 5% B, a liner gradient of 2 min at 5% B, 20 min at 5–30% B, 3 min at 30% B was used as the elution condition.

#### **2-4. qPCR analysis to assess enrichment efficacy of chemical pull down (relevant to Fig. S1)**

A solution (25  $\mu$ L) of ODN2-5fU, ODN3-T (100 pg for each ODNs) and salmon sperm DNA (1 $\mu$ g, Life Technologies) was subjected to the biotinylation as described above, followed by enrichment as described for the Chemical 5hmU enrichment sequencing. The recovered ODN2-5fU and ODN3-T were quantified with Brilliant III Ultra-Fast SYBR Green qPCR Master Mix (5  $\mu$ L) (Life Technologies). Enrichment was calculated as (recovery of ODN2-5fU)/(recovery of ODN3-T) assessed by qPCR quantification

#### **2-5. Validation of 5hmU specificity of ab19735 by ELISA (relevant to Fig. S3)**

Streptavidin coated high sensitivity plates (Life Technologies) were washed with ELISA buffer (3 x 200  $\mu$ L, see section 2-1 for the buffer composition) and incubated with 5'-biotinylated ODN1 (10 ng/ $\mu$ L, 50  $\mu$ L per well) at 4 °C for overnight, followed by washing 3 times with ELISA buffer (200  $\mu$ L). The plate was incubated with urea (5 M in water) at 40 °C for 30 min, followed by quick washing 3 times with ELISA buffer (200  $\mu$ L). Experiments using double-stranded DNAs were carried out without this urea treatment step. The plate was pre-blocked with ELISA buffer (200  $\mu$ L) at room temperature for 3 h, followed by washing 3 times with ELISA buffer (200  $\mu$ L). The plate was incubated with antibody ab19735 (Abcam, RRID:AB\_722498) at rt for 1 h in dilutions indicated in Fig.

S3ab, followed by wash 3 times with ELISA buffer (200  $\mu$ L). The plate was then incubated with protein G-HRP (1:5,000 dilution, Life Technologies) at rt for 1 h in dilutions indicated in Fig. S4ab, followed by washing 3 times with ELISA buffer (200  $\mu$ L). The bound protein G-HRP was detected by addition of the substrate BM Blue POD Substrate (Roche Life Science) followed by the addition of 1M  $\text{H}_2\text{SO}_4$  (50  $\mu$ L). The absorbance at 450 nm was measured on a SPECTROStar Nano microplate reader (BMG LABTECH).

## 2-6. Mononucleoside composition analysis by LC-MS<sup>2</sup> (relevant to Fig. S2)

### *Synthesis of stable isotope labelled mononucleosides*

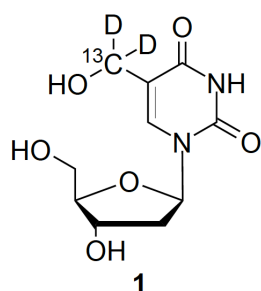

**(5-[<sup>13</sup>CD<sub>2</sub>] hydroxymethyl-2'-deoxyuridine **1**)** To a solution of 2-deoxyuridine (173 mg, 0.75 mmol) in <sup>13</sup>C-d<sub>2</sub>-formaldehyde (1.5 mL, 20% by weight in D<sub>2</sub>O) under an argon atmosphere was added NEt<sub>3</sub> (1.35 mL, 9.70 mmol). The reaction was sealed and heated for 72 h at 60 °C. The reaction mixture was concentrated and purified by flash column chromatography (CH<sub>2</sub>Cl<sub>2</sub>:MeOH = 6:1 to 5:1, v/v) to afford **1** as a white solid. (72 mg,

37%); <sup>1</sup>H NMR (500 MHz, d<sub>4</sub>-methanol)  $\delta$  7.98 (d,  $J_{13\text{C}-\text{H}} = 4.1$  Hz, H6), 6.32 (app t,  $J = 6.8$  Hz, H1'), 4.42 (dt,  $J = 6.5$  Hz, 3.4 Hz, H3'), 3.94 (app q,  $J = 3.4$  Hz, H4') 3.81 (dd,  $J = 12.0$  Hz, 3.4 Hz, H5'), 3.75 (dd,  $J = 12.0$  Hz, 3.9 Hz, H5') 2.26 (m, 2H, H2'). <sup>13</sup>C NMR (126 MHz, MeOD)  $\delta$  161.5 (C4) 152.2 (C2), 139.5 (d,  $J_{13\text{C}-13\text{C}} = 4.6$  Hz, C6), 115.3 (d,  $J_{13\text{C}-13\text{C}} = 53.0$  Hz, C5), 88.9 (C4'), 86.5 (C1'), 72.3 (C3'), 62.9 (C5'), 57.4 (q,  $J_{13\text{C}-\text{D}} = 21.4$  Hz, hydroxymethyl), 41.3 (C2'); HRMS C<sub>9</sub><sup>13</sup>CH<sub>13</sub>D<sub>2</sub>N<sub>2</sub>O<sub>6</sub> [M+H]<sup>+</sup> calcd. 262.1089, found 262.1096.

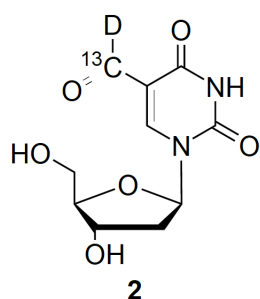

**(5-[<sup>13</sup>CD] formyl-2'-deoxyuridine **2**)** To a solution of **2** (40 mg, 0.15 mmol) in MeOH (1 mL) was added MnO<sub>2</sub> (67 mg, 1.25 mmol) and the reaction mixture was stirred at 50 °C for 18 h. The catalyst was removed by filtering through celite, and the filtrate was concentrated. The crude product was purified by flash column chromatography (CH<sub>2</sub>Cl<sub>2</sub>:MeOH = 9:1 to 5:1, v/v) to afford **2** as a white solid (3.1 mg, 8%); <sup>1</sup>H NMR (500

MHz, D<sub>2</sub>O)  $\delta$  8.68 (d,  $J_{13\text{C}-\text{H}} = 4.8$  Hz, 1H, H6), 6.14 (app t,  $J = 6.5$  Hz, 1H, H1'), 4.37 (dt,  $J = 6.5$ , 4.7 Hz, 1H, H3'), 4.01 (td,  $J = 4.7$ , 3.3 Hz, 1H, H4'), 3.79 (dd,  $J = 12.6$ , 3.3 Hz, 1H, H5'), 3.68 (dd,  $J = 12.6$ , 4.7 Hz, 1H, H5'), 2.43 (m, 1H, H2'), 2.33 (m, 1H, H2'). <sup>13</sup>C NMR (126 MHz, D<sub>2</sub>O)  $\delta$  188.7 (t,  $J_{13\text{C}-\text{D}} = 27.3$  Hz, formyl), 163.0 (C6), 151.2 (d,  $J_{13\text{C}-13\text{C}} = 6.4$  Hz, C4), 150.4 (C2), 111.2 (d,  $J_{13\text{C}-13\text{C}} = 61.4$  Hz, C5), 87.2 (C1'), 86.9 (C4'), 69.8 (C3'), 60.6 (C5'), 39.6 (C2'). HRMS C<sub>9</sub><sup>13</sup>CH<sub>11</sub>DN<sub>2</sub>NaO<sub>6</sub> [M+Na]<sup>+</sup> calcd. 281.0689, found 281.0692.

The genomic DNA sample (0.4 µg) was treated with DNA degradase™ (0.1 U/µL, ZYMO RESEARCH) in the presence of 5hmU-SI (20 nM), 5fU-SI (20 nM), and deanimase inhibitors erythro-9-amino-β-hexyl-α-methyl-9H-purine-9-ethanol hydrochloride (10 nM, Cayman Chemical) and 3,4,5,6-tetrahydrouridine (10 nM, Calbiochem). After incubation at 37 °C for 4 h, the solution was filtered with Amicon Ultra-0.5 mL 10 K centrifugal filters (Merck Millipore) and subjected to LC-MS<sup>2</sup> analysis on Q Exactive™ Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Scientific) equipped with a nano spray ionization source, coupled to an Ultimate RSLCnano LC system (Dionex). A capillary column (hypercarb, 5 cm x 75µm ID, 3 µm particle size, self packed) was used and water - acetonitrile containing 0.1% formic acid was the solvent system with 1.5 µL/min flow rate, and gradient of 2% (0–5 minutes); 2–40% (5–12 minutes); 40–95% (12–15) acetonitrile by a 3 minute equilibration step. The quadrupole was pre-set to isolate the precursor-ions of all analytes ( $[M+H]^+ \pm 2$  m/z). Settings were as follows: spray voltage: 2300 V, capillary temperature: 250 °C, resolution 35,000, NCE: 10.0, AGC target:  $1e^6$ , 100 ms maximum injection time. For the quantitation, calibration curves were generated by recording data for a dilution series of the analytes (C 10000–30 nM, 5hmU 20000–0.63 nM, 5fU 1000–0.63 nM and base J 2000–2.5 nM) using stable isotope labeled <sup>15</sup>N<sub>3</sub>C, <sup>13</sup>CD<sub>2</sub>5hmU and <sup>13</sup>CD5fU as internal standards at a 20 nM concentration. Base J was quantitated using external calibration of the calibration line. The limits of quantitation were 0.37 nM, 0.67 nM and 1.25 nM for 5hmU, 5fU and base J respectively. All data was processed using the Thermo Xcalibur quan browser software.

## 2-7. 5hmU-DIP (relevant to Fig. S3)

Fragmented DNA samples (200 ng) and a solution of spike-in control ODNs (100 pg for each, see Table S2) were mixed and used for adapter ligation using the standard protocol and reagents provided in NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (New England BioLabs) and sequence adapters provided in TruSeq DNA Sample Preparation Kit v2 (Illumina). The adapter ligated DNA samples were purified by AMPure® XP Beads (Beckman Coulter) and eluted with 25 µL of water. For generating 5hmU-enriched library by DIP, the adapter ligated DNA (20 µL) was heated to 95 °C for 10 min and then immediately cooled on ice to denature. To the solution, binding buffer 2 (2x, 35 µL, see section 2-1 for the buffer composition), anti-5-hydroxymethyluridine antibody ab19735 (5 µL, Abcam, RRID:AB\_722498), and rabbit anti-goat IgG H&L ab6697 (10 µL, Abcam, RRID:AB\_955988) were added. The mixture was incubated with rotation at 4 °C overnight. The solution was added to Dynabeads® Protein G (Life Technologies) which had been pre-washed with citrate–phosphate buffer (pH 5.5) and binding buffer (x1,

200  $\mu$ L). The supernatant was removed, and the beads were washed 3 times with binding buffer 2 (1x, 200  $\mu$ L). The beads were re-suspended in an elution buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, and 0.5% SDS) and treated with proteinase K (20  $\mu$ g/ $\mu$ L, 1.75  $\mu$ L). The mixture was incubated at 50 °C and 1300 rpm for 2 h and placed on a magnetic rack. The supernatant containing the eluted DNA was collected, and purified using the GeneJet PCR purification kit. The obtained 5hmU enriched libraries and the control libraries were amplified by amplified by PCR Master Mix and PCR Primer Cocktail provided in TruSeq DNA Sample Preparation Kit v2 (Illumina) and quantified by KAPA Library Quantification Kit (KAPA Biosystems).

## **2-8. UV melting temperature analysis (relevant to Fig. 3a)**

ODN with a sequence of 5'-GCCCCXXXXXXXXXGGCG-3' (X = 5hmU or T, 5  $\mu$ M, Eurogentec) was annealed with its complementary ODN with a sequence of 5'- CGCCAAAAAAAAGGGC-3' (5  $\mu$ M, Eurogentec) in PBS buffer. Samples in quartz cuvettes with 1 cm path length were heated from 10 °C to 90 °C at the ramping rate of 1 °C /min, then cooled from 90 °C 10 °C at the rate of 4 °C/min. The heating-cooling cycle was repeated for three times, with data collected at every 1 °C, and UV absorbance at 260 nm was recorded with Cary 100 UV-Vis Spectrophotometer (Agilent). T<sub>m</sub> values were defined as the temperature where half of the duplex is dissociated in the heating process.

## **2-9. Strand sensitive total RNA-seq (relevant to Fig. 3b)**

Total RNA (1  $\mu$ g) was fragmented by incubating in a fragmentation buffer (40 mM Tris-HCl pH 8.2, 100 mM LiCl, and 30 mM MgCl<sub>2</sub>) followed by purification using RNA Clean & Concentrator 5 (Zymo Research). The RNA was treated in T4 PNK (Thermo Fisher Scientific) in absence of ATP, and purified using RNA Clean & Concentrator 5. The adapter (5'- 5rApp AGATCGGAAGAGCACACGTCTG-SpC3- 3') was ligated to the RNA by T4 RNA ligase 2 K227Q (New England BioLabs) then purified using RNA Clean & Concentrator 5. Reverse transcription was carried out using the reverse primer (5'-CAGACGTGTGCTCTTCCGATCT-3') and SuperScript® III Reverse Transcriptase (Thermo Fisher Scientific) followed by RNA degradation by heating up samples at 95 °C in presence of NaOH (0.1 mM final concentration) and purification by geneJET PCR purification kit (Thermo Fisher Scientific). ssDNA adapter was ligated to the resulted single-stranded DNA, by following literature protocols. [3] The obtained samples were amplified by NEBNext® High-Fidelity 2X PCR Master Mix (New England BioLabs) and

primers (5'-

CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

and 5'-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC-s-T-3').

The libraries were quantified using KAPA Library Quantification Kit (KAPA Biosystems) by following the standard protocol provided with the kit and sequenced by Illumina MiSeq with paired-end read length 75bp x2.

## **2-10. Assessment of experimental biases using a randomised ODN (relevant to Fig. S5)**

The double-stranded randomized ODN (Fig. S5a) was prepared by single extension of the ODN template purchased from biomers.net. The primer 5'-GTCGGTTGTCTGTCTCTGTCGCG-3' (Thermo Scientific) and the template in NEB2 buffer (NEB) were annealed at 95 ° C for 3 min. Then dNTP mix and Klenow Fragment (3'-->5' exo-) (NEB) was added at 37 ° C followed by 1 h incubation. The double stranded ODN was purified by geneJET PCR purification kit. The libraries were prepared as described in the 5hmU chemical enrichment procedures. The procedures for sequence data analysis are available from the github repository (<https://github.com/sblab-bioinformatics/mapping-5hmU-in-Leishmania>).

1. Kawasaki F, Murat, P., Li, Z., Santner, T., Balasubramanian, S. Synthesis and biophysical analysis of modified thymine-containing DNA oligonucleotides. *Chem. Commun.* 2017; DOI:10.1039/c6cc08670e.
2. van Luenen HG, Farris C, Jan S, Genest PA, Tripathi P, Velds A, Kerkhoven RM, Nieuwland M, Haydock A, Ramasamy G, et al. Glucosylated hydroxymethyluracil, DNA base J, prevents transcriptional readthrough in Leishmania. *Cell* 2012;150:909-921.
3. Kwok CK, Balasubramanian S. Targeted Detection of G-Quadruplexes in Cellular RNAs. *Angew. Chem. Int. Ed.* 2015;54:6751-6754.

How the deposited data were processed for this re-analysis (not part of the article)

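Peak lists of 20 libraries were analysed. In *L. major* they were 3 chemical 5hmU libraries, 3 5hmU-DIP libraries, 4 no-oxidation controls, 1 input library and 3 base J libraries. In *L. donovani* they were 2 chemical 5hmU libraries, 2 5hmU-DIP libraries and 2 no-oxidation controls. All replicates of a kind were treated as technical replicates, as the paper calls them. Pull-down targets and replicate numbers were taken from the sample labels. Methods, DNA lots, reads, alignments and spike-in enrichments were taken from Table S3, where it lists the library. The *L. major* input library is called oxidised without pull-down in its label and input in Table S3, and was treated as input.

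The authors trimmed the reads, aligned them with bwa mem, kept primary alignments that passed a mapping quality filter and called peaks with MACS in each library on its own. The deposited fold enrichment is the ratio of the read pileup at the summit of a peak to the local background that MACS estimated from the control library, after scaling the larger library to the smaller. The deposited pileup is the height of the stacked reads, extended to 200 bp, at the summit. The authors' peak lists also give the −log10 p and −log10 q of every peak, and the lists hold peaks that passed a q-value of 0.05. Each list header states 1 read kept per position, an effective genome size of 30 Mb and background windows of 1000 and 10000 bp. The 5hmU, 5hmU-DIP and no-oxidation libraries entered peak calling with between 1110190 and 1138565 reads, the base J libraries with between 2500030 and 3432863 reads, and the *L. major* input library with 1836039 reads. The *L. major* input library was itself called against another library without pull-down, and the base J libraries had a control of 1558458 reads. The number of reads limits which weakly enriched regions pass the q-value cutoff. Peak lists hold no reads outside peaks, so no interval for a fold enrichment was computed, and the enrichment of a region without a peak is unknown. Errors are SDs between replicates.

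High-confidence peaks were regions formed by merging the peaks of the replicates where they overlapped by at least 1 bp, kept when peaks of at least 2 replicates lay in them. The Jaccard index was computed from lengths. A locus was called 5hmU-specific or base J-specific when it had no base pair in a high-confidence peak of the other modification, and its fold enrichment was the mean over the replicates with a peak there of their highest value. The loci named are the high-confidence 5hmU and base J peaks in the window of chromosome 23 that Fig. 2c shows, the 3 loci of highest mean fold enrichment in each class, and every peak of a no-oxidation control. This rule was set before the data were examined, as were the comparisons of peak numbers, Jaccard indexes and shared length. The first 5 kb of the chromosomes and the counts of specific loci under other settings were added after the peak lists had been examined.

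Peak numbers were compared by exact permutation of the group label, with the replicate number as a block in an alternative that used a sign-flip test on the pairs given by the replicate numbers in the labels. Jaccard indexes were compared by exact permutation of the method label over libraries. Shared length and positions were tested by 1000 random placements of each peak within its own chromosome, whose span was taken as the largest peak end in any *L. major* library. Medians of fold enrichment were compared by 100000 permutations over loci, and shares of loci by Fisher's exact test. Loci in these tests are not independent replicates. Alternatives comprised a stricter cutoff with a −log10 q of at least 5, another definition of high-confidence bases, support by all 3 replicates, overlap by number or by 50% of the length, the union of the libraries, equal numbers of peaks per library, and leaving out each replicate.

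The calculations were done in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. They were tested on simulated data, in which all 150 planted regions were recovered in 20 of 20 sets, the Jaccard index equalled that of bedtools 2.31.1, random placement called 1 of 20 unrelated sets and 20 of 20 sets placed inside the target. Strand switch regions, genes, intergenic regions, enrichment over genomic features, GC content and runs of T were not analysed here, since the assembly version of the peak positions is not named in the peak lists. The base J loci obtained with JBP and the RNA levels were not analysed here either.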

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

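The test of the additional peak in no-oxidation replicate 1 was chosen after that peak had been seen, and the test of the input library was chosen before its result was seen.

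Among the 4 no-oxidation controls of *L. major*, replicate 1 had 6 peaks while each of the others had 5, which places it apart from the rest of its group. With 3 equal values any other number stands apart, and this was 1 of 6 measures of the same 4 libraries that were examined. Compared with replicate 2, replicate 1 had 1 more peak, on chromosome 22 (700331 to 700563), which no other no-oxidation library and no chemical library had. This peak had a −log10 q of 11.9 and a fold enrichment of 2.85, so it was not close to the cutoff of 0.05. Replicate 1 had 1117042 reads after removal of duplicates and replicate 2 had 1117527, so the number of reads does not set them apart. The libraries are technical replicates, and no biological explanation was tested.

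In the *L. major* input library, 3 peaks were called against another library without pull-down, and the paper does not report on peaks in this library. They lay on chromosome 1 (268575 to 268961, fold enrichment 1.48), chromosome 22 (690958 to 691160, fold enrichment 1.85) and chromosome 25 (269932 to 270137, fold enrichment 3.17). Only the peak on chromosome 1 overlapped a high-confidence 5hmU peak. There, the fold enrichment of the chemical pull-down was 1.61 ± 0.17 (SD, n = 3), which is 1.09 times that of the input library, and the no-oxidation controls reached 1.50 ± 0.045 (SD, n = 2). The ratio of 1.09 does not test whether the locus is over-represented in DNA without pull-down, because the chemical libraries were called against this same input library and the input library against another. Over-representation was therefore not settled. At the chromosome 22 peak, 1 chemical library had a peak with a fold enrichment of 1.65, and at the chromosome 25 peak no chemical library had one. No biological explanation was tested.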

How the results depend on the processing

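The number of high-confidence 5hmU peaks stayed between 111 and 161 in *L. major* across 6 alternatives. In *L. donovani* it was 92 with a −log10 q of at least 5 and rose from 103 with the other definition of high-confidence bases. No replicate of *L. donovani* could be left out, since both are needed to support a peak. The share of 5hmU length in base J peaks stayed above random placement in all 10 alternatives, between 80.3% of the peaks (by at least 50% of their length) and 97.6% of the length (without replicate 1). The share of 5hmU peaks in the first 5 kb also stayed above the mean of random placement in all 6 alternatives. It was from 3.45% to 6.34% of the peaks, each lower than the 6.58% reported. Unlike in the main setting, some placements reached the observed share in several alternatives. The p was 0.016 with support by all 3 replicates and 0.008 without replicate 1 (permutation test by random placement, one-sided). It was 0.002 with a −log10 q of at least 5 and without replicate 2.

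The number of high-confidence base J peaks fell from 184 to 110 with support by all 3 replicates, and ranged from 110 to 184 when each replicate was left out in turn. Replicate 1 had the shortest peaks, but the cause was not tested. The number of 5hmU-specific loci was 27 in the main setting. It was 16 both with a −log10 q of at least 5 and with support by all 3 replicates. Support by all 3 was required of both modifications, and the 16 are then not a subset of the 27. Only 5 of the 27 had peaks in all 3 chemical replicates, and the rest of the 16 were shared loci in the main setting. Leaving out a replicate of both modifications gave from 6 5hmU-specific loci, without replicate 1, to 44, without replicate 3. The number of base J-specific loci fell from 72 to 26 with support by all 3 replicates and ranged from 22 to 86 when each replicate was left out. Without replicate 1, both replicates 2 and 3 have to support a 5hmU locus, and 21 of the 27 loci were supported only by replicates 1 and 2. Base J peaks numbered 112 without replicate 2 and 110 without replicate 3 or with support by all 3, against 184. Shared 5hmU loci that lost their base J peak in these settings became 5hmU-specific, and lost base J-specific loci were no longer counted. How much this contributed to each change was not computed.

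The difference in mean Jaccard index between the chemical pull-down and 5hmU-DIP kept its direction in 3 alternatives, between 0.505 and 0.741. The exact permutation p was 0.05 in each, the smallest that 3 libraries against 3 allow, so it shows no stability or loss of it. The difference was between 0.606 and 0.759 when each replicate number was left out, where 6 labellings allow no p under 0.167. The difference in peak number between the chemical pull-down and the no-oxidation controls kept its direction in all 10 alternatives. It moved most, to 133.3 peaks, with a −log10 q of at least 5 (exact permutation p = 0.0286). It was 174.2 peaks with only the no-oxidation libraries listed in Table S3 (exact permutation p = 0.10), 174.3 with the replicate block (exact sign-flip permutation p = 0.125), and from 161.2 to 191.8 when each chemical replicate was left out (exact permutation p = 0.0667). Each of these 4 p-values is the smallest that its design allows, so they show no stability or loss of it. Leaving out each no-oxidation replicate, an alternative chosen after the data had been examined, gave differences from 174.3 to 174.7.

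The chemical 5hmU libraries of *L. major* had between 1066695 and 1109676 reads after removal of duplicates. How many base J-specific loci would have a 5hmU peak with more reads cannot be seen from the peak lists. Alternatives for the shares in strand switch regions, intergenic regions, telomeric regions and genes, for feature enrichment, for GC content and for runs of T were not run. The alternatives for the 5hmU-specific and base J-specific loci, those for the first 5 kb, and chromosome spans 10% longer were chosen after the data had been examined.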

Differences from the paper's values

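The mean Jaccard index of the 3 pairs of 5hmU-DIP replicates in *L. major* was 0.0729, whereas the paper's value is about 0.15 in Fig. S3c, read by eye. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's, or within the SD between pairs of it, with the same number of peaks per library (0.115) and without replicate 3 (0.156). It did not with a −log10 q of at least 5 (0.0685), with the Jaccard index of peak numbers (0.0785), without replicate 1 (0.0456) or without replicate 2 (0.0173).

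The paper gives an upper limit for the number of peaks in the no-oxidation controls, which the *L. major* lists exceed, with 6 peaks in replicate 1 and 5 in each of replicates 2, 3 and 4. In Fig. 2c, the paper marks a 5hmU locus to the right of the one at 347387 to 347964 on chromosome 23. In that stretch, chemical replicate 1 had a peak at 363323 to 363726 and chemical replicate 2 a peak at 362887 to 363116. These peaks did not overlap, so no high-confidence peak was formed there.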

Other observations

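The tests of the share of loci with a no-oxidation peak, of copy number, of lot b support at matched strength, of the 5hmU-DIP library of lot b, of base J peaks under a stricter cutoff and of the lot and read length of the 5hmU-DIP libraries were chosen after the result was seen, and the test among weakly enriched loci was chosen after the result on DNA lots was seen. Loci are not independent replicates in any of these tests.

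Of the 27 5hmU-specific loci of *L. major*, 21 were supported only by the chemical replicates of lot a, against 5 of the 125 loci shared with base J (Fisher's exact test, two-sided, p = 5.12e-16). The paper does not report this split. The base J libraries came from lots b and c. A difference between DNA lots or between library batches is therefore a candidate explanation for the split, and the chemical libraries cannot tell these apart, because lot b has a single one. Weak peaks missed in the library of lot b do not account for the split. Among loci with a mean fold enrichment under 4 in lot a, 16 of 18 5hmU-specific and 5 of 53 shared loci were supported only by lot a (Fisher's exact test, two-sided, p = 8.12e-10). These counts take in loci with a peak in only 1 lot a replicate, which need lot b support to be high-confidence. The split also held among loci with peaks in both replicates of lot a, which are free of this condition. There, the classes were compared within bins of 0.5 in fold enrichment, and 17 of 19 5hmU-specific and 5 of 75 shared loci lacked lot b (permutation test, one-sided, p = 1e-05, the smallest that 100000 permutations can give). Copy number in the lot a DNA would also raise the no-oxidation controls of lot a, but only 2 of the 21 loci held a peak of those controls. Of the 21 loci, 17, 10 and 6 held a peak of 5hmU-DIP replicates 1, 2 and 3. Replicate 3 came from lot b, and its peaks lay in 28.6% of the 21 loci, against 13 of the 125 shared loci or 10.4% (Fisher's exact test, two-sided, p = 0.0337). Among loci without a no-oxidation peak, the counts were 4 of 19 and 12 of 124 (Fisher's exact test, two-sided, p = 0.231). Since this library marks few of the 120 shared loci that have lot b support in the chemical pull-down, its peaks do not settle whether 5hmU is absent from the 21 loci in the DNA of lot b. The median fold enrichment of 5hmU-specific loci was 0.695 times that of shared loci (permutation test, two-sided, p = 0.0258), a ratio between the limits set beforehand for and against peaks near the detection threshold, so the pattern as a whole cannot be told apart from peaks near the threshold, although weakness does not account for the split by lot. Base J peaks lost by the rule of at least 2 replicates play no part, as 0 of the 27 loci held a peak of a single base J library. Only 3 of the 27 loci were both supported by lot b and free of no-oxidation peaks, against 119 of the 125 shared loci. No biological explanation was tested, as the design compares no conditions.

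A no-oxidation peak lay in 5 of the 27 5hmU-specific loci and in 1 of the 125 shared loci, a concentration that chance does not readily give (Fisher's exact test, two-sided, p = 0.00067). In these 5 loci the fold enrichment of the chemical pull-down was on average 1.53 times that of the no-oxidation controls (SD 0.58, from 0.823 to 2.12). The chemical libraries came from lots a and b and the controls from lot a and from lots not stated. The ratio was not computed within a lot. The mean ratio lies between the limits set beforehand for and against a pull-down that does not need the oxidation, but it pools unlike loci. At both loci on chromosome 17 and at that on chromosome 19, every called chemical value exceeded every called no-oxidation value. The chemical library of lot b had no peak at 3367 to 3581 on chromosome 17 or on chromosome 19, so its values there are unknown. All 4 no-oxidation controls had a peak at the locus on chromosome 19. The lowest chemical and highest no-oxidation values there were 11.7 and 6.04, 10.2 and 9.36, and 4.44 and 3.24. These values argue against such a pull-down as the whole signal in the libraries with a peak there. For all chemical libraries they do so only at 4818 to 5065 on chromosome 17. On chromosomes 5 and 1 the ranges overlapped, so these loci cannot be told apart from it. Without the 5 loci, 22 5hmU-specific loci remained. No biological explanation was tested.

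The 72 base J-specific loci had a median base J fold enrichment 0.581 times that of base J peaks shared with 5hmU (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The classes differ in which replicates their values come from. Replicate 1 had the lowest median (4.62, against 10.8 and 9.15). It had a peak at 19 of the 72 base J-specific loci and at 91 of the 112 shared base J peaks. Its low values thus entered the shared class more often, which argues against this mix as the source of the lower median. The ratio was not computed within the same replicates. The ratio of 0.581 met the limit set beforehand for base J peaks near the detection threshold. However, 70 of the 72 kept a high-confidence base J peak with a −log10 q of at least 5, while 19 of the 72 base J-specific and 91 of the 112 shared base J peaks were called in all 3 replicates. The base J-specific loci not called in all 3 replicates therefore cannot be told apart from peaks that are too weak for some of the base J libraries. The 19 called in all 3 were missed by none of these libraries. With that cutoff for both modifications, the number of base J-specific loci rose to 84. A peak of a single chemical 5hmU library lay in 13 of the 72, too few to account for most of them and too many to exclude the rule of at least 2 replicates as a part of the pattern. The base J libraries had 2.48 times the reads of the 5hmU libraries after removal of duplicates. Since the larger library was scaled to the smaller and the base J control had 1558458 reads, the scaled depths differed less than that. Peak lists cannot show which loci would gain a 5hmU peak at an equal number of reads, so the base J-specific loci cannot be told apart from this difference in depth. No biological explanation was tested.

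The numbers of 5hmU-DIP peaks in *L. major* differed 4.96 times between replicates 1 and 2, which share their DNA lot and their read length, so neither explains that difference. With a −log10 q of at least 5, replicates 1, 2 and 3 had 655, 121 and 32 peaks, and the largest number was 20.5 times the smallest, so weak peaks at the cutoff do not explain it either. Other differences between the library preparations were not tested. In all 3 libraries the 5hmU-DIP peaks overlapped more high-confidence chemical 5hmU peaks than randomly placed peaks did. The shares were 60.5%, 40.8% and 14.5% of the 152 chemical peaks, against means of 5.75%, 1.29% and 0.257% in random placement (permutation test by random placement, one-sided, p = 0.001 for each library, the smallest that 1000 placements allow). No biological explanation was tested.

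Across the 125 shared loci, the fold enrichments of 5hmU and base J were correlated (Spearman's rho = 0.462, permutation p = 0.0001, the smallest that 10000 permutations can give, and Pearson's r = 0.342 on the log2 scale). It is the only such relation computed, and it was not repeated with the same replicates at every locus. Each value is the mean over the replicates with a peak at the locus, so loci differ in the replicates they draw on. The hypothesis that loci with more base J also carry more 5hmU was set before this value was seen. Locus length was related to both, with a rho of 0.664 for 5hmU and 0.344 for base J, and given length the rank correlation was 0.333. GC content and the number of reads that can be placed at each locus were not analysed here, so the relation cannot be told apart from a property of the loci that raises both pull-downs.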
